# Characteristics of Human and Microbiome RNA Profiles in Saliva

**DOI:** 10.1080/15476286.2023.2229596

**Published:** 2023-07-03

**Authors:** Fangjia Tong, Gongyu Tang, Xiaowei Wang

**Keywords:** saliva, Small RNA-seq, microbiome, exosome, microvesicle

## Abstract

Saliva is a convenient non-invasive source of liquid biopsy to monitor human health and diagnose diseases. In particular, extracellular vesicles (EVs) in saliva can potentially reveal clinically relevant information for systemic health. Recent studies have shown that RNA in saliva EVs could be exploited as biomarkers for disease diagnosis. However, there is no standardized protocol for profiling RNA in saliva EV nor clear guideline on selecting saliva fractions for biomarker analysis. To address these issues, we established a robust protocol for small RNA profiling from fractionated saliva. With this method, we performed comprehensive small RNA sequencing of four saliva fractions, including cell-free saliva (CFS), EV-depleted saliva (EV-D), exosome (EXO), and microvesicle (MV) from ten healthy volunteers. By comparing the expression profiles of total RNA from these fractions, we found that MV was most enriched in microbiome RNA (76.2% of total reads on average), whereas EV-D was notably enriched in human RNA (70.3% of total reads on average). As for human RNA composition, CFS and EV-D were both enriched in snoRNA and tRNA compared with the two EV fractions (EXO and MV, *P* < 0.05). Interestingly, EXO and MV had highly correlated expression profiles for various noncoding RNAs such as miRNA, tRNA, and yRNA. Our study revealed unique characteristics of circulating RNAs in various saliva fractions, which provides a guideline on preparing saliva samples to study specific RNA biomarkers of interest.

## Introduction

In recent years, emerging methods based on liquid biopsy have shown great potential for disease diagnosis, therapeutic guidance, and recurrence monitoring [1,2]. Among all analytes of liquid biopsy, extracellular vesicles (EVs) have drawn enormous attention as effective carriers for intercellular communications. EVs are lipid-bound vesicles secreted into the extracellular space by cells [3]. Two primary forms of EV are exosome (EXO) and microvesicle (MV). The size of EXO is 30–150 nm which is smaller than MV. They have distinct characteristics based on their biogenesis, release mechanisms, and biological activities [4]. Many studies have reported that EVs could be exploited as biomarkers for disease diagnosis [5].

Among EV-focused liquid biopsies, saliva offers unique advantages due to its noninvasiveness, ease of collection, cost-effectiveness, and safety [6]. Moreover, saliva reflects both systemic and local health and allows for real-time monitoring of dynamic changes. Saliva contains a diverse range of molecules that play critical roles during disease development, making it an ideal resource for identifying biomarkers for the diagnosis, monitoring, and prognosis of various human diseases. For example, studies have shown that the level of miR-423-5p in saliva is a promising diagnostic and prognostic biomarker for oral cancer [7]. Additionally, the levels of miR-17 and miR-21 in saliva have shown potential applications in pancreatic cancer detection [8]. Saliva has been intensely studied for developing biomarkers to monitor a variety of human diseases [9,10] however, few studies have focused specifically on characterization of EVs in saliva [10]. Discovering the composition and functional roles of EV in saliva is important to reveal the underlying regulatory mechanisms for disease development and progression.

Despite the advantages of saliva EV as potential disease biomarkers, advancement in this field is hampered by major technical obstacles such as the lack of standardized protocol for RNA profiling, and guidance on saliva sample processing for biomarker analysis. To address these issues, we established an improved protocol for efficient isolation of saliva RNA and further performed small RNA-seq profiling to characterize multiple saliva fractions including cell-free saliva (**CFS**), EV-depleted saliva (**EV-D**), EXO, and MV from ten healthy volunteers. In this way, we identified common and unique characteristics of the RNA profiles across different saliva fractions, which provides a better understanding of specific RNA profiles associated with each saliva fraction. Thus, our work would offer valuable guidelines for researchers in preparing and selecting the most suitable saliva fraction for their biomarker studies, based on specific RNA of interest. This knowledge would contribute to enhancing the accuracy and effectiveness of saliva-based biomarker investigations.

## Results

### Establishing a robust method for RNA extraction from saliva

We compared two common saliva preprocessing methods involving RNAlater and RNase inhibitor, respectively. Specifically, we evaluated isolated RNA amount from these samples with aforementioned RNA preservatives. To this end, relative quantity of ten miRNAs (see Methods for details) were determined by RT-qPCR. As shown in Figure 1B, when compared to no treatment control, the addition of RNAlater during saliva collection resulted in higher RNA yield in the CFS and EV fractions, with an average log_2_FC of 3.1 and 2.5, respectively. In contrast, the addition of RNase inhibitor did not improve the RNA yield as compared to no treatment control. Based on this result, RNAlater was included in our standard protocol for saliva preprocessing.

**Figure 1.**
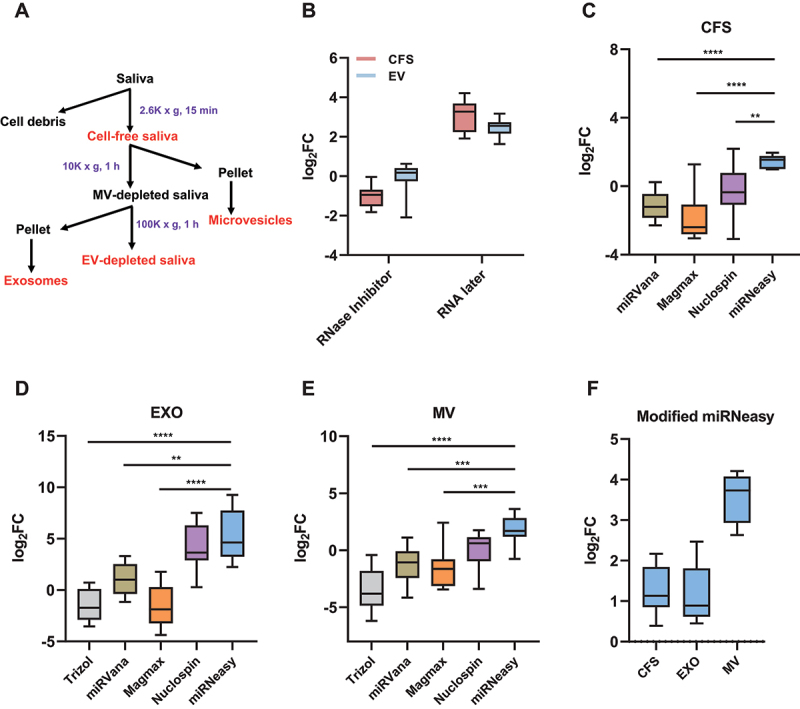
Establishing an improved method for RNA extraction from individual saliva fractions. (A) Flowchart showing the times and speeds of centrifugation for the isolation of four saliva fractions. (B) Comparing the effectiveness of two RNA preservative methods. (C-E) Comparison of five RNA extraction methods for CFS (C), EXO (D), and MV (E). (F) Comparison between standard miRNeasy and modified miRNeasy protocols. The results represent Ct value changes summarized for ten representative miRNAs. miRNA quantitation was performed by RT-qPCR. CFS, cell-free saliva; EXO, exosome; MV, microvesicle.

Next, we compared five widely used methods for RNA extraction from individual saliva fractions. For the CFS fraction, we used Trizol LS extraction protocol as reference standard for comparing the yield of ten miRNAs as mentioned above. RT-qPCR indicated that miRNeasy resulted in the highest RNA yield with an average log_2_FC of 1.4 (Figure 1C). As for the EV fractions (EXO and MV), these same methods were compared with no extraction control (Figure 1D-E). Similar to CFS analysis, miRNeasy showed the best performance in isolating RNA from EXO and MV, with an average log_2_FC of 5.2 and 1.7, respectively. Besides miRNeasy, Nucleospin had the second-best performance, while Trizol LS and MagMAX showed lower yields compared with no extraction control. In conclusion, miRNeasy outperformed the other methods and provided a higher RNA yield for saliva fractions. Thus, miRNeasy was adopted as the standard protocol for saliva RNA extraction in our study. Based on the miRNeasy protocol, we tested multiple modifications for further improving the RNA yield. To this end, we evaluated the effects of modifications, which involved glycogen co-precipitant and a second round of chloroform extraction. Comparative RT-qPCR analysis indicated these modifications resulted in improved RNA recovery for all included saliva fractions. Impressively, the RNA yield for MV was improved by log_2_FC of 3.6 (Figure 1F).

## Microbiome diversity across different saliva fractions

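A library was sequenced for each of the 4 saliva fractions of each of 10 donors, which made 40 libraries. CFS was the supernatant of a spin at 2600 g, MV the pellet of a spin at 10000 g and EXO the pellet of a spin at 100000 g, with EV-D as the supernatant above that pellet. The authors normalized the values to reads per 1000000 (RPM) of a total for each library, which the paper's text does not name (the RPM total). They deposited these values for 2648 mature miRNAs of miRBase, 43 types of tRNA named by amino acid and anticodon, and 4 yRNAs. Within each library every value above 0 was a whole multiple of a single step, so each step was taken as 1 read and the RPM total was calculated from it. In 34 of the 40 libraries at least 100 low values were present for this check, and in every library 100% of the values came out as whole reads. The RPM totals ran from 5030242 to 36049155 reads, with a median of 13306872.5 in CFS, 16009200.5 in EV-D, 13770158 in EXO and 15951640.5 in MV. Between 17181 and 1996603 of these reads were assigned to miRNAs, and the median was 168032.5 in CFS, 358003.5 in EV-D, 314958.5 in EXO and 63373.5 in MV. A miRNA listed at 0 in a library may have been present at up to 3 reads, which is 0.0832 to 0.596 RPM depending on the library. These limits cover counting error alone, since amplified reads are not independent molecules. The listed RNAs added up to between 2653 and 189954 RPM per library, so most of the RPM total lies outside the table and is not analysed here. Libraries with the same number were treated as coming from the same donor. After the mean of each fraction was subtracted from log2(RPM + 1), the correlation across miRNAs of libraries with the same number averaged from 0.404 to 0.548 in the 6 comparisons between fractions, against a mean of -0.0467 for libraries with different numbers. Differential expression was tested on log2(RPM + 1) for the 421 miRNAs above 0 in at least 10 of the 40 libraries. Two-sided tests were run with limma, with the donor as a block and Benjamini-Hochberg adjustment over the 421 miRNAs, and with the paired t-test of the paper's methods at a p-value of at most 0.01 and an absolute log2 fold change (FC) of at least 1. The paper's methods state neither a pseudocount nor a filter on low values.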

We performed small RNA sequencing to profile the RNA in four saliva fractions (CFS, EV-D, EXO, and MV) from ten healthy volunteers. First, we determined the relative distribution of human and microbiome RNA from these individuals (Figure 2A). Human RNA was abundantly present in CFS, EV-D, and EXO, representing 53.5%, 70.3%, and 64.6% of total mapped reads, respectively. In contrast, MV had the highest percentage of microbiome reads, representing 76.2% of total reads on average. We further examined the differences in RNA distribution across specific saliva fractions at the individual level. As shown in Figure 2B, EV-D contained a significantly higher percentage of human reads, which was consistent across all ten individuals. As for microbiome reads, MV had the highest abundance across all saliva fractions in most individuals (nine out of ten as shown in Figure 2C).

**Figure 2.**
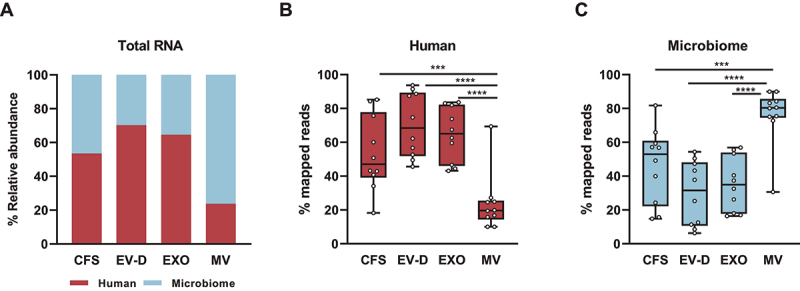
Total RNA composition of CFS, EXO, MV, and EV-D. (A) Relative composition of total RNA across individual saliva fractions. (B) Box plot for the percentage distribution of human RNA across saliva fractions at individual donor level. (C) Box plot for the percentage of microbiomes across saliva fractions at individual donor level. CFS, cell-free saliva; EXO, exosome; MV, microvesicle; EV-D, EV-depleted saliva.

Given the abundance of microbiome reads in our sequencing data, we further compared the taxonomic characteristics of microbiome in specific saliva fractions. As shown in Figure 3A, we summarized the microbiome composition of all individuals at the phylum level. Major phyla identified include *Spirochaetes*, *Actinobacteria*, *Fusobacteria*, *Firmicutes*, *Proteobacteria*, and *Bacteroidetes*. Interestingly, the microbiome composition was considerably variable among individuals as well as across saliva fractions. Specifically, CFS and MV had higher percentages of *Bacteroidetes* compared with EV-D and EXO, representing 36.3% and 43.2% of total microbiome reads, respectively. In contrast, EV-D and EXO had higher percentages of *Firmicutes* (24.6% and 20.6%, respectively), whereas *Proteobacteria* was similarly expressed across all four saliva fractions (28.4% on average).

**Figure 3.**
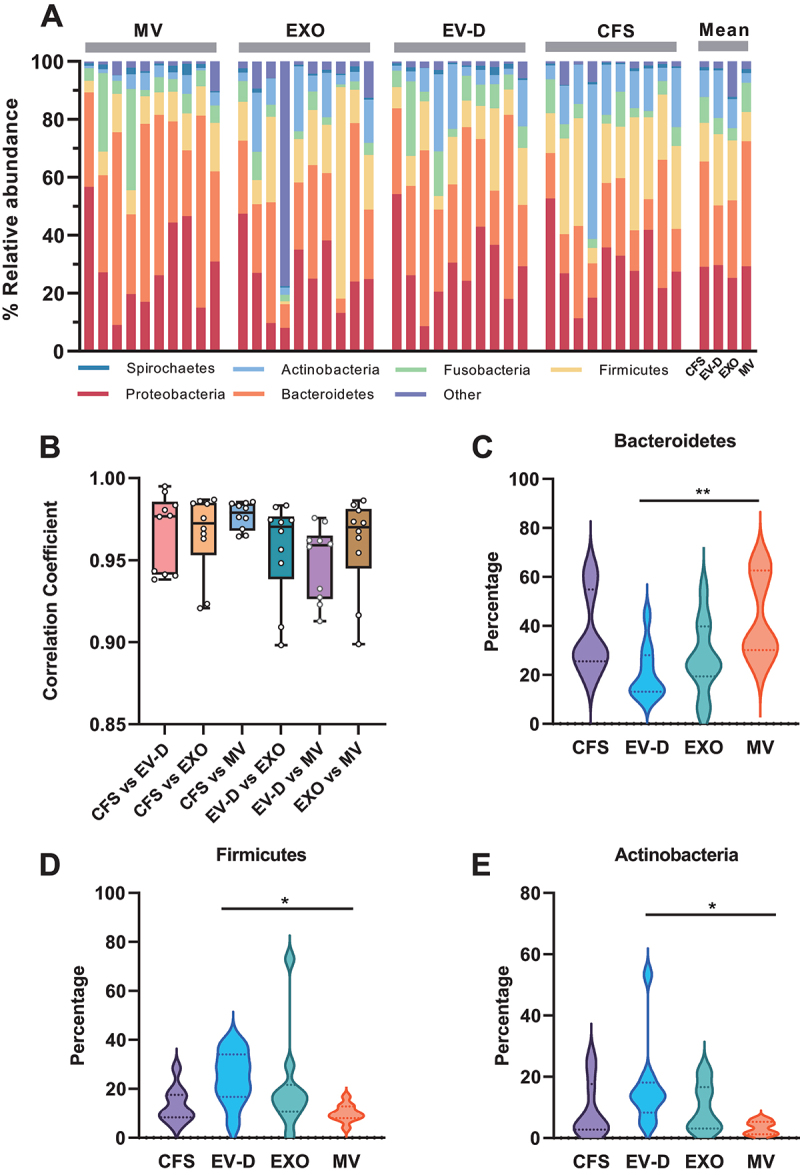
The microbiome profiles of CFS, EXO, MV, and EV-D. (A) The microbiome composition of individual saliva fractions at the phylum level. (B) Distributions of pairwise correlation coefficients across four saliva fractions. (C-E) Violin plot depicting relative expression levels of *Bacteroidetes* (C), *Firmicutes* (D), and *Actinobacteria* (E) in individual saliva fractions. CFS, cell-free saliva; EXO, exosome; MV, microvesicle; EV-D, EV-depleted saliva.

We further performed pairwise correlative analysis of the microbiome profiles across different saliva fractions (Figure 3B). The highest correlation was found between CFS and MV (Pearson *r* = 0.96–0.98 among the ten individuals), whereas the lowest correlation was found between EV-D and MV (*r* = 0.91–0.98). Next, we analysed specific microbiome phyla that were differentially expressed across these fractions. *Bacteroidetes* was identified as the most prevalent phylum in MV as compared to EV-D (Figure 3C). In contrast, *Firmicutes* and *Actinobacteria* showed the opposite pattern, with more reads detected in EV-D than MV (Figure 3D-E). In summary, our work indicated that microbiome reads were abundantly present in all four saliva fractions, however, with significant taxonomic diversity across individuals and saliva fractions.

## Individual saliva fractions had distinct human RNA profiles

To determine the expression profile of human RNAs, we mapped the human reads to available database annotations of human RNAs, including mRNA, miRNA, tRNA, yRNA, piRNA, ribosomal RNA (rRNA), long non-coding RNA (lncRNA), small nucleolar RNA (snoRNA), small nuclear RNA (snRNA), and other non-coding RNA (ncRNA) (Figure 4A). CFS had a comparable RNA profile to EV-D while showing distinct patterns from the EV fractions. Among all RNA species, rRNA was the most abundant, accounting for 53.7%, 54.5%, 70.3%, and 52.7% in CFS, EV-D, EXO, and MV, respectively.

**Figure 4.**
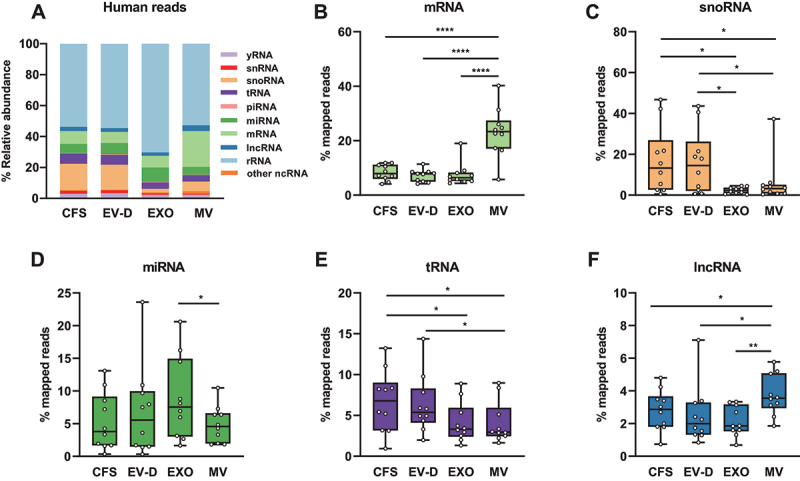
Human RNA profiles of CFS, EXO, MV, and EV-D. (A) Composition of human RNAs in individual saliva fractions. (B-F) Percentage distributions of mapped reads in four saliva fractions for mRNA (B), snoRNA (C), miRNA (D), tRNA (E), and lncRNA (F). CFS, cell-free saliva; EXO, exosome; MV, microvesicle; EV-D, EV-depleted saliva.

Next, we performed differential expression analysis by comparing the RNA profiles of all fractions across individual subjects (Figure 4B-F). Compared with MV, all other fractions contained significantly lower levels of mRNA (7.7% vs. 23.1% on average) (Figure 4B). On the other hand, CFS and EV-D showed significantly higher levels of snoRNAs when compared with the EV fractions (17.0%, 16.2% vs. 4.3% on average) (Figure 4C). 

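The miRNA reads of each library were expressed as a percentage of the RPM total, the total of the library that the authors scaled to and did not name. The number of human reads is not part of the deposited values. miRNAs took 1.87% ± 1.76 of it in CFS, 3.43% ± 4.18 in EV-D, 3.19% ± 2.84 in EXO and 0.715% ± 0.797 in MV (mean ± SD, n = 10 donors each). Fractions were compared within donors by an exact sign-flip permutation test, two-sided, which has 1024 splits for 10 donors and a smallest possible p-value of 0.00195, and p-values were adjusted over the 6 comparisons. MV held less miRNA than EXO in 10 of 10 donors, with a mean difference of -2.47 percentage points (SD 2.68, adjusted p = 0.0117). CFS held less than EXO in 9 of 10 donors, by a mean difference of -1.32 points (SD 2.82, adjusted p = 0.0391). Between EV-D and EXO the mean difference of 0.241 points lay far inside the variation from donor to donor (SD 4.12, adjusted p = 0.90), and EV-D was the higher of the pair in 3 of 10 donors. Without replicate 4, whose EV-D library stood at 13.5%, the EV-D mean was 2.31% and the difference from EXO turned to -0.616 points, and without replicate 8 it was -0.207. Replicate 1 of EXO stood at 10.2%, apart from the other donors, and without it the EXO mean was 2.41% and the difference 1.18 points. Leaving out each donor in turn, an alternative chosen after seeing the data, CFS and EXO kept an adjusted p under 0.05 in 4 of 10 fits and MV and EXO in 10 of 10. On a log2 scale, an alternative chosen after seeing the data, the difference between EV-D and EXO changed its direction to -0.54 (exact permutation p = 0.275). The paper reports the highest percentage of microbiome reads in MV. If the RPM total counts such reads, they lower the percentages of miRNA, tRNA and yRNA in MV.

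**Figure D1:**
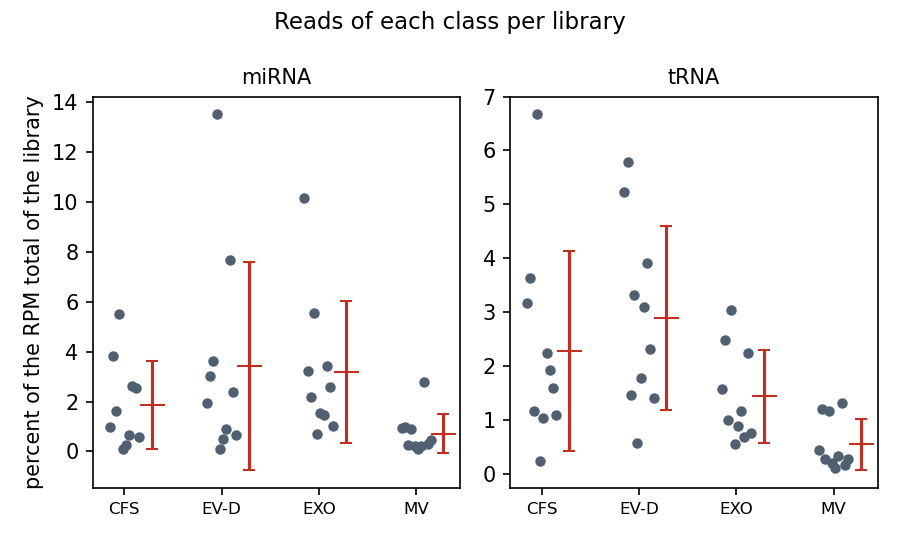
Percentage of the RPM total of a library assigned to miRNA and tRNA in CFS, EV-D, EXO and MV. Each point is 1 of 10 donors and the bars give the mean and SD; miRNA is lowest in MV, at a mean of 0.715%.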

EXO had the highest level of miRNAs among the four fractions, representing 9.4% of total human reads on average (Figure 4D). Other noticeable differences were tRNA enrichment in both CFS and EV-D, and lncRNA enrichment in MV (Figure 4E-F). 

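tRNA reads made up 2.28% ± 1.85 of the RPM total in CFS, 2.89% ± 1.71 in EV-D, 1.44% ± 0.865 in EXO and 0.55% ± 0.476 in MV (mean ± SD, n = 10 donors). Between 19297 and 1886369 reads per library were assigned to tRNA. EV-D was higher than EXO in 10 of 10 donors, by a mean of 1.45 percentage points (SD of the donor differences 1.45, adjusted p = 0.0039 from the exact sign-flip permutation test). CFS was higher than EXO in 8 of 10 donors, by 0.835 points (SD 1.22, adjusted p = 0.0492), and on the log2 scale, an alternative chosen after seeing the data, this difference of 0.44 had an unadjusted exact permutation p of 0.123. It kept an adjusted p under 0.05 in 2 of the 10 fits that each left out a donor, also chosen after seeing the data. CFS was lower than EV-D in 9 of 10 donors, by a mean difference of -0.612 points (SD 1.58, adjusted p = 0.25), and on the log2 scale by -0.51 with an adjusted p of 0.0352 (exact permutation test). Without replicate 4 the difference was -1.05 points, with an adjusted p of 0.0059. lncRNA reads are not part of the deposited values and are not analysed here.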

In summary, CFS and EV-D showed similar human RNA expression profiles, both of which were distinct from the EV fractions. Thus, different saliva fractions demonstrate correlated but distinct expression profiles for various human RNA species.

## MV and EXO shared similar miRNA expression profiles

As previously described, miRNAs were significantly enriched in EXO. We further investigated the miRNA profiles across the four saliva fractions. First, we performed pairwise correlative analysis of miRNA expression profiles, with correlation coefficients between fractions or individuals ranging from 0.75 to 0.98 (Figure 5A). 

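Correlations were computed as Pearson's r on log2(RPM + 1) across the 421 tested miRNAs, which are not independent replicates. Between 2 fractions of the same donor, r ran from 0.767 to 0.983 over 60 pairs of libraries. Between any 2 of the 40 libraries it ran from 0.605 to 0.983 over 780 pairs. Libraries of the same fraction from 2 donors had a mean r of 0.877 over 180 pairs, and libraries of different fractions from different donors a mean of 0.855 over 540 pairs. The alternative that moved a mean within donors most was the expression of each value per 1000000 miRNA reads of the library in place of the RPM total, chosen after seeing the data, under which the mean r of CFS and MV was 0.772. On a log2 scale such a factor changes r only through the added 1. That 1 weighs less against a read on this scale, so values near 0 spread further. With values raised to a floor of 5 instead, over all listed miRNAs and also chosen after seeing the data, the mean was 0.886.

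**Figure D2:**
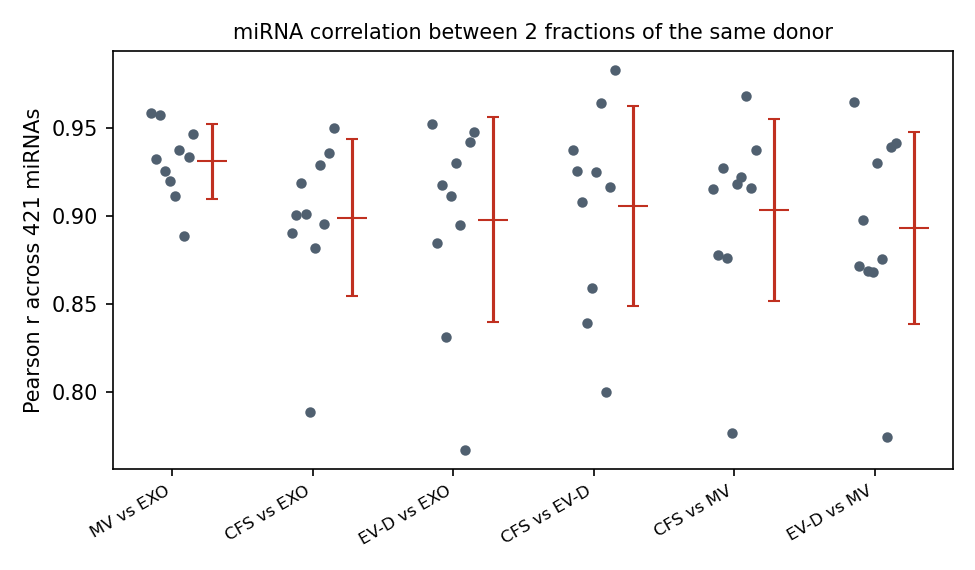
Pearson's r across 421 miRNAs between 2 fractions of the same donor, for each of the 6 comparisons between fractions. Each point is 1 of 10 donors and the bars give the mean and SD; the values lie between 0.767 and 0.983.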

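Within donors, the miRNA profiles of EXO and MV had a mean r of 0.931 ± 0.0214 (SD, n = 10 donors), the largest of the 6 means and the one with the smallest SD. Whether it exceeded the others was tested on the Fisher z scale with an exact sign-flip permutation test over donors, two-sided and adjusted over 5 tests. The largest difference in mean r was 0.0379, from EV-D and MV, with EXO and MV the higher in 7 of 10 donors (p = 0.0273, adjusted p = 0.0684). The difference from CFS and EXO had the smallest p-value, 0.0176, with an adjusted p of 0.0684, and that from CFS and EV-D the largest, 0.408. In all, 0 of the 5 differences had an adjusted p under 0.05, and 3 had an unadjusted p under 0.05. With the filter raised to a mean RPM of at least 10, which left 104 miRNAs, 3 of the 5 differences had an adjusted p under 0.05, and over the miRNAs above 0 in both libraries 4 did. None did with Spearman's coefficient, without a filter or with values scaled to miRNA reads, the last chosen after seeing the data. Under that scaling the mean r of EXO and MV exceeded that of CFS and EXO by 0.012, and was the higher in 4 of 10 donors (p = 0.51, exact sign-flip permutation test).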

Among all fractions, EXO and MV demonstrated the strongest correlation (r = 0.91 on average). 

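The mean r within donors was 0.899 ± 0.0445 (SD, n = 10) between CFS and EXO. Between EV-D and EXO the mean was 0.898 ± 0.0584, with single donors from 0.767 to 0.953. The means differed by less than either SD. In replicate 5 the correlation of CFS and EXO was 0.789, below the 0.882 of the next donor, and the mean of the remaining donors was 0.911.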

The correlation between CFS and EXO were comparable to those between EV-D and EXO (r = 0.90 on average). Similarly, CFS, EV-D, and MV had correlated profiles, with *r* values of 0.88 on average.

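CFS and EV-D had a mean r of 0.906 ± 0.0568 across miRNAs, CFS and MV of 0.904 ± 0.0519, and EV-D and MV of 0.893 ± 0.0548 (SD, n = 10 donors). These means lay within 1 SD of each other. With values scaled to miRNA reads, raised to a floor of 5 and taken over all listed miRNAs, a setting chosen after seeing the data, the means were 0.886 for CFS and EV-D, 0.886 for CFS and MV and 0.883 for EV-D and MV.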

**Figure 5.**
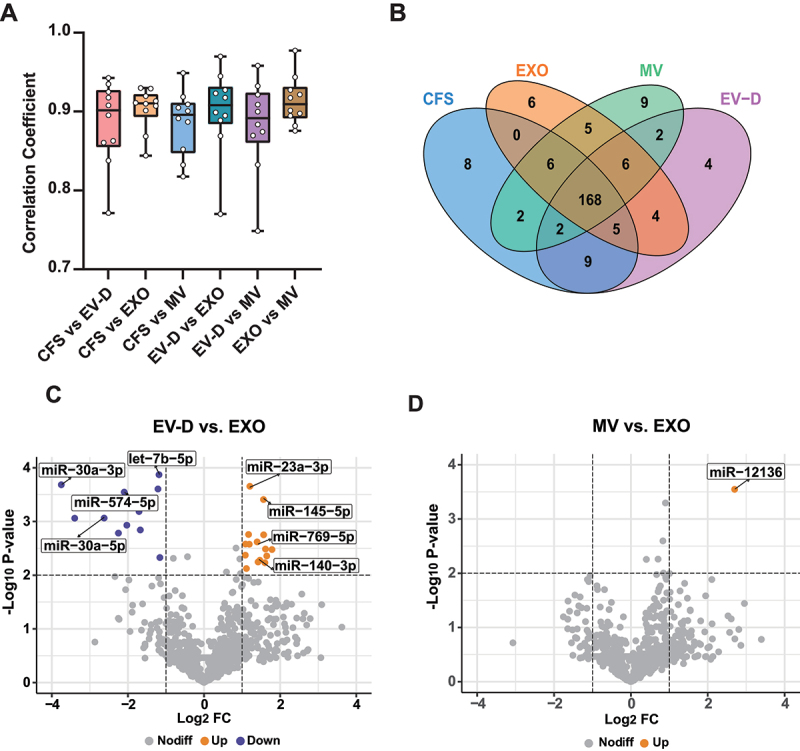
miRNA expression profiles of CFS, EXO, MV, and EV-D. (A) Distributions of pairwise correlation coefficients in ten individual donors. (B) Venn diagram to summarize unique and common miRNAs across all saliva fractions. Two hundred most abundant miRNAs are presented. (C-D) Volcano plots for differentially expressed miRNAs between EV-D and EXO (C), and between MV and EXO (D). CFS, cell-free saliva; EXO, exosome; MV, microvesicle; EV-D, EV-depleted saliva.

Next, we evaluated unique and overlapping miRNAs in the four fractions among 200 most abundantly expressed miRNAs (Figure 5B). 

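The 200 miRNAs with the highest mean RPM were listed for each fraction. In total 238 miRNAs were in at least 1 of these lists, of which 167 were in all 4 and 29 in a single list, 8 of these in CFS, 8 in EV-D, 6 in EXO and 7 in MV. The miRNAs common to all lists took 98.96% of the miRNA reads on average and at least 97.8% in each library. The unique miRNAs lay near the end of the lists, with 131 as their best rank, and 28 of the 29 were above 0 in every fraction, so a place in a single list does not mean absence from the other fractions. They were above 0 in a median of 7 of the 10 libraries of their own fraction. Ranking by the median RPM gave 166 common and 24 unique miRNAs, and ranking by mean log2(RPM + 1) gave 169 and 27. miR-148a-3p ranked first in every fraction, with 5226 ± 6674 RPM in CFS, 10302 ± 18671 in EV-D, 10214 ± 10107 in EXO and 1138 ± 1085 in MV (mean ± SD, n = 10). Its hairpin, MIR148A, lies on chromosome 7 from 25949919 to 25949986 on the minus strand in GENCODE release 29 (GRCh38), with no host gene on that strand. It took 26.4% ± 14.4 of the miRNA reads in CFS, 22.8% ± 20.6 in EV-D, 31.3% ± 16.9 in EXO and 18.0% ± 4.04 in MV. The next in rank by mean RPM were miR-375-3p and let-7b-5p in CFS, miR-203a-3p and miR-205-5p in EV-D, miR-223-3p and let-7b-5p in EXO, and let-7a-5p and miR-223-3p in MV. In EXO miR-223-3p varied widely between donors, with 2520 ± 6682 RPM. By mean share of the miRNA reads let-7b-5p, at 6.16%, stood above miR-223-3p, at 5.02%, in EXO.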

We observed 168 common miRNAs and 27 unique miRNAs across the four fractions. Previous studies reported that specific miRNAs were sorted into EXO via four potential mechanisms, such as the nSMase2-dependent pathway [11]. To further investigate EXO-specific miRNAs, we compared differentially expressed miRNAs in EXO as compared with the other three fractions. As shown in Figure 5C, for pairwise analysis, a total of 28 miRNAs were found differentially expressed between EV-D and EXO, with fifteen and thirteen miRNAs enriched in EV-D and EXO, respectively (Supplementary Table S1). Likewise, five and thirteen miRNAs were found enriched in CFS and EXO, respectively (Supplementary Table S2). In contrast, when MV and EXO were compared, only one differentially expressed miRNA (miR-12136) was found enriched in MV (Figure 5D). 

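Between EV-D and EXO, limma called 18 of the 421 miRNAs at an adjusted p under 0.05, all 18 lower in EV-D and 0 higher, and 79 had an unadjusted p under 0.05. The paired t-test rule called 17 miRNAs, of which 1 was higher in EV-D and 16 were higher in EXO, and 15 miRNAs met both rules. The 1 miRNA higher in EV-D, named here after its values were seen, was miR-1291. The smallest adjusted p belonged to miR-30a-3p (hsa-miR-30a-3p), whose hairpin MIR30A lies on chromosome 6 from 71403551 to 71403621 on the minus strand in GENCODE release 29 (GRCh38), in an intron of LINC00472. It had 4.79 ± 6.31 RPM in EV-D and 50.2 ± 38.0 in EXO (mean ± SD, n = 10), a log2FC of -3.41 (SE 0.39, adjusted p = 2.0e-08), and was lower in EV-D in 10 of 10 donors. let-7e-5p, with its hairpin on chromosome 19 from 51692786 to 51692864 in an intron of SPACA6, had 2.18 ± 3.49 RPM in EV-D and 23.4 ± 11.2 in EXO and a log2FC of -3.27 (SE 0.43, adjusted p = 2.6e-07). The let-7 members differ by few bases, and the deposited values do not show how reads that match several of them were assigned. miR-30a-5p, from the same hairpin as miR-30a-3p, had a log2FC of -3.28 (SE 0.52, adjusted p = 2.0e-05). miR-125a-5p had a log2FC of -2.55 (SE 0.47) and miR-574-5p of -2.52 (SE 0.47), both with an adjusted p of 0.00022, and each of the last 3 miRNAs was lower in EV-D in 9 of 10 donors. Scaling to miRNA reads in place of the RPM total, an alternative chosen after seeing the data, moved the split, since limma then called 25 miRNAs with 8 higher in EV-D, and the paired t-test rule called 31 with 14 higher in EV-D. Values centred on the median of each library gave 41 with 9 higher in EV-D by limma, and edgeR with TMM on miRNA reads, also chosen after seeing the data, 35 with 11. Of the calls by limma, 15 were shared between both scalings. Leaving out replicate 4 raised the count to 35 by limma and to 33 by the paired t-test rule. Among the 28 miRNAs of Supplementary Table S1, 28 changed in the direction given there, 13 were called by the paired t-test rule and 13 by limma. A further calculation was found by comparing several scalings and treatments of low values with Supplementary Tables S1 and S2, which the paper's methods do not describe. It applied the paired t-test to untransformed reads per 1000000 miRNA reads with values under 5 raised to 5 and took the log2 ratio of the means, and it called 28 miRNAs, 15 higher in EV-D and 13 in EXO. Because it was chosen for its match to those tables, its match to their 28 miRNAs carries no independent weight, and 8 of the 886 miRNAs it tested had an adjusted p under 0.05.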

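Between CFS and EXO, limma called 39 miRNAs, of which 2, miR-1291 and miR-3609, were higher in CFS and 37 lower, and 94 had an unadjusted p under 0.05. The paired t-test rule called 30 miRNAs, of which 1, miR-3609, was higher in CFS and 29 were higher in EXO, and the miRNAs higher in CFS are named here after their values were seen. miR-30a-5p had 14.2 ± 21.5 RPM in CFS and 91.7 ± 41.6 in EXO (mean ± SD, n = 10), a log2FC of -3.41 (SE 0.52, adjusted p = 2.6e-05). miR-200a-3p, whose hairpin lies on chromosome 1 from 1167863 to 1167952, had 12.6 ± 13.4 RPM in CFS and 78.2 ± 45.5 in EXO, a log2FC of -3.05 (SE 0.51, adjusted p = 6.1e-05). The log2FC was -2.52 for let-7e-5p, -2.19 for miR-30a-3p and -2.48 for miR-125a-5p, with adjusted p-values of 6.1e-05, 0.00015 and 0.00036, and all 5 miRNAs were lower in CFS in 10 of 10 donors. Of the 18 miRNAs of Supplementary Table S2, 18 changed in the direction given there, 12 were called by the paired t-test rule and 13 by limma. miR-885-3p, which is in that table, was listed at 0 in every CFS library and stood at 0.523 ± 0.62 RPM in EXO. The count depended on single donors, since limma called 72 miRNAs without replicate 8 and 14 without replicate 1. Under the scaling to miRNA reads, chosen after seeing the data, limma called 16 miRNAs, 7 of them higher in CFS. With the calculation matched to the supplementary tables, 18 miRNAs were called, 5 higher in CFS and 13 in EXO, and 0 of the 876 tested had an adjusted p under 0.05, against 62 with an unadjusted p under 0.05.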

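Between MV and EXO, limma called 130 of the 421 miRNAs, of which 129 were lower in MV and 1 was higher, and 187 had an unadjusted p under 0.05. The paired t-test rule called 92 miRNAs, all 92 of them lower in MV and 0 higher. The median log2FC of all tested miRNAs was -0.53, and with values scaled to miRNA reads, an alternative chosen after seeing the data, it was -0.09, so the deposited RPM carry the lower share of miRNA reads in MV into each miRNA. Under that scaling limma called 4 miRNAs, 3 of them higher in MV, with 37 at an unadjusted p under 0.05, and the paired t-test rule called 17, of which 9 were higher in MV. Values centred on the median of each library, set before the data were examined, left limma with far more calls, most of them lower in MV. Such centring may leave part of the lower share in place. Summed miRNA RPM was lower in MV by a mean log2 difference of -2.37, on a scale chosen after seeing the data. miR-12136 had 7.26 ± 9.77 RPM in MV and 3.83 ± 5.67 in EXO (mean ± SD, n = 10), a log2FC of 0.72 (SE 0.53, adjusted p = 0.27 by limma), with 0 to 369 reads per library, and was higher in MV in 6 of 10 donors. Scaled to miRNA reads it had 901 ± 411 in MV and 138 ± 118 in EXO, a log2FC of 4.09 (SE 1.08, adjusted p = 0.0488 by limma), and was higher in MV in 9 of 10 donors. It was above 0 in 8 of the 10 EXO libraries, and with 1 added the values at 0 raise this log2FC. The calculation matched to the supplementary tables called 1 miRNA, miR-12136, with a log2 ratio of 2.70 (p = 0.000284) and an adjusted p of 0.125 over the 883 miRNAs tested, 51 of which had an unadjusted p under 0.05 and 1, not miR-12136, an adjusted p under 0.05. Its hairpin, MIR12136, stands between MTCO1P12 and MTCO2P12, nuclear copies of mitochondrial genes, in the RefSeq annotation of GRCh38.p14. The 1 miRNA that limma called higher in MV on the deposited RPM was miR-4485-3p, named here after its values were seen, with 4.08 ± 6.51 RPM in MV and 0.13 ± 0.302 in EXO and a log2FC of 1.45 (SE 0.36, adjusted p = 0.0020). Among the miRNAs lower in MV on the deposited RPM, miR-30a-3p had a log2FC of -3.03 (SE 0.39, adjusted p = 4.7e-07), and scaled to miRNA reads its log2FC was -1.01 with an adjusted p of 0.62. The log2FC of miR-30a-5p was -3.26, of miR-125a-5p -2.80, of miR-148a-3p -2.99 and of miR-200a-3p -2.88. None of these 4 miRNAs had an adjusted p under 0.05 by limma with values scaled to miRNA reads. With edgeR and TMM on miRNA reads, also chosen after seeing the data, miR-125a-5p and miR-30a-5p were called lower in MV.

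**Figure D3:**
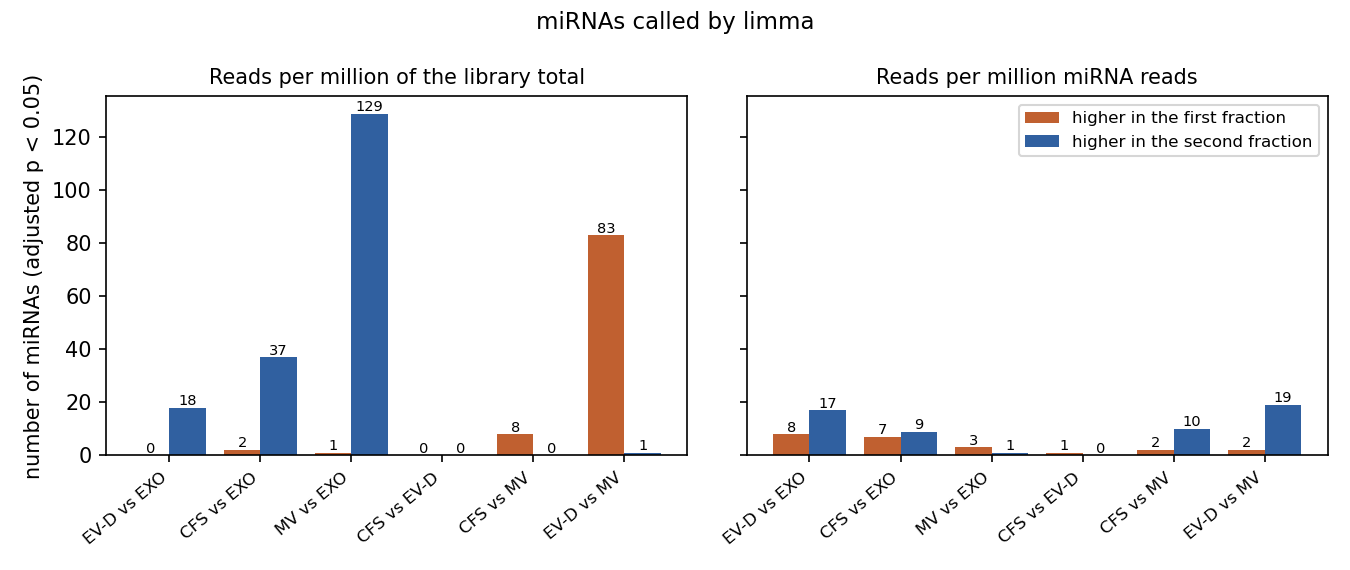
Number of miRNAs with an adjusted p under 0.05 in limma for each comparison between fractions, split by direction, with values scaled to the RPM total of the library and to its miRNA reads. MV and EXO differ in 130 miRNAs on the deposited RPM and in 4 on values scaled to miRNA reads.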

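The paired t-test rule called 12 miRNAs both between EV-D and EXO and between CFS and EXO, all 12 higher in EXO, namely let-7a-5p, let-7b-5p, let-7c-5p, let-7e-5p, let-7f-5p, miR-125a-5p, miR-200a-3p, miR-30a-3p, miR-30a-5p, miR-335-3p, miR-574-5p and miR-99b-5p. The comparisons share the EXO libraries, which alone makes calls overlap. In 100 shuffles of the labels CFS, EV-D and EXO within donors the overlap averaged 0.1 and was 2 at most. Shuffling removes most calls from both comparisons, so it does not show how many of the 12 the shared libraries account for. Under the scaling to miRNA reads, chosen after seeing the data, 8 miRNAs were called in both comparisons, 5 higher in EXO and 3 higher in CFS and EV-D, with a mean of 0.15 in the shuffles. The calculation matched to the supplementary tables gave 9, with a mean of 0.05 in the shuffles, of which let-7e-5p, miR-125a-5p, miR-200a-3p, miR-30a-3p, miR-30a-5p, miR-335-3p and miR-574-5p were higher in EXO, and miR-140-3p and miR-769-5p were higher in CFS and EV-D. All 7 were lower in MV than in EXO, by an amount that depended on the scaling. Their log2 ratio of MV to EXO ran from -1.13 to -0.28 with that calculation, which called none of the 7, although miR-30a-3p had an unadjusted p of 0.011 and miR-30a-5p of 0.0131. On the deposited RPM limma called all 7 lower in MV, with log2FCs from -3.26 to -1.36. Set against MV, the matched calculation called 2 of the 7 lower in CFS and 5 lower in EV-D. Limma on the deposited RPM called 0 of the 7 in either comparison, with log2FCs from -0.31 to 0.83 for CFS and from -1.05 to 0.30 for EV-D.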

Interestingly, we found seven miRNAs specifically enriched in both EXO and MV, and two miRNAs specifically enriched in both CFS and EV-D (Supplementary Figure S1). In summary, EXO and MV shared similar miRNA profiles, both of which were distinctively different from CFS and EV-D.

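Between CFS and EV-D, limma called 0 miRNAs, against 51 at an unadjusted p under 0.05, and the paired t-test rule called 2, miR-30a-3p, higher in CFS, and miR-193a-5p, lower in CFS, which are named here after their values were seen. In the comparison of CFS with MV, limma called 8 miRNAs, all 8 higher in CFS, and the count ran from 0 to 36 when each replicate was left out in turn, with the highest without replicate 8 and 0 without replicate 4, 7 or 9. miR-140-3p, with its hairpin in an intron of WWP2 on chromosome 16 from 69933081 to 69933180, had 226.7 ± 216.6 RPM in CFS and 74.5 ± 153.5 in MV (mean ± SD, n = 10), a log2FC of 2.63 (SE 0.54, adjusted p = 0.0069). Of the others that moved the same way in at least 9 donors, miR-3609, miR-6842-3p, miR-7704 and miR-151a-3p followed, with log2FCs from 1.57 to 1.96. EV-D and MV differed in 84 miRNAs by limma, of which 83 were higher in EV-D and 1, miR-4485-3p, was lower. miR-140-3p had the smallest adjusted p there, 0.00013, with a log2FC of 3.28 (SE 0.54), followed by miR-23a-3p, miR-193b-3p, miR-425-5p and miR-7704 with log2FCs from 1.93 to 3.10. With values scaled to miRNA reads, an alternative chosen after seeing the data, 19 of the 21 miRNAs called between EV-D and MV and 10 of the 12 called between CFS and MV were higher in MV. These were mostly other miRNAs, since 3 and 2 were called by limma on both scales. miR-140-3p did not turn, with log2FCs of 1.55 in EV-D vs. MV (adjusted p = 0.0069) and 1.52 in CFS vs. MV (adjusted p = 0.0139) by limma. With values centred on the median of each library, set before the data were examined, most calls stayed higher in EV-D and in CFS. Such centring may leave part of the lower share of miRNA reads in MV in place here too.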

## Distinct profiles for tRNA fragments (tRfs) among different saliva fractions

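tRNA reads were compared with MV and with the miRNA reads of the same library. As a percentage of the RPM total, tRNA was higher in CFS than in MV by a mean of 1.73 points (SD 1.57) and higher in EV-D than in MV by 2.34 points (SD 1.43), each in 10 of 10 donors (adjusted p = 0.0039, exact sign-flip permutation test). MV was also lower than EXO, by a mean difference of -0.894 points in 9 of 10 donors (adjusted p = 0.0117). The log2 ratio of tRNA to miRNA reads, which does not depend on the share of other RNAs, was 0.65 ± 1.05 in CFS, 0.54 ± 1.55 in EV-D, -0.94 ± 0.87 in EXO and -0.23 ± 0.63 in MV (mean ± SD, n = 10). It was higher than in EXO by 1.59 in CFS, 1.48 in EV-D and 0.71 in MV, each with an adjusted p of 0.0352, and its difference of 0.77 between EV-D and MV fell short of its SD of 1.64 between donors (adjusted p = 0.202).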

Compared with the EV fractions, CFS and EV-D showed significantly higher levels of tRNA expression (Figure 4E). Interestingly, all obtained tRNA reads were derived from tRFs instead of full-length tRNAs. Thus, we further analysed the tRF profiles by evaluating unique and overlapping tRFs. 

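Each of the 43 listed tRNA types had reads in at least 1 library of CFS, EV-D, EXO and MV. The number with reads in all 10 libraries of a fraction was 33 in CFS, 30 in EV-D, 34 in EXO and 36 in MV. With the 4 yRNAs added, the table holds 47 entries, and all 47 were above 0 in every fraction. The tRNA types are sums over fragments, and single fragments are not analysed here.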

The four saliva fractions shared almost the same tRFs (46 out of 47) with only one not present in EV-D (Figure 6A). In particular, we found that GluCTC, GlyGCC, and GlyCCC were the most abundant tRFs across all fractions. 

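GluCTC, the glutamate tRNA with anticodon CTC, took 42.2% ± 18.0 of the tRNA reads in CFS and 51.3% ± 16.8 in MV (mean ± SD, n = 10), and ranked first in CFS, EXO and MV. In EV-D, GlyGCC ranked first and GluCTC next. GlyCCC was in the third place in every fraction, and GluTTC followed with 2.91% ± 1.14 in CFS, 3.59% ± 1.72 in EV-D, 1.84% ± 0.855 in EXO and 3.09% ± 1.07 in MV. Together the first 3 tRNA types made up 90.4% ± 5.58 of the tRNA reads in CFS, 88.2% ± 8.31 in EV-D, 91.1% ± 3.93 in EXO and 86.9% ± 4.19 in MV.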

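As shares of the tRNA reads, GluCTC stood at 30.0% ± 16.8 in EV-D and 56.5% ± 21.6 in EXO, GlyGCC at 40.2% ± 18.8 and 29.2% ± 18.0, and GlyCCC at 18.0% ± 12.3 and 5.36% ± 3.49 (mean ± SD, n = 10 donors). The GluCTC share was lower in EV-D in 10 of 10 donors, by a mean difference of -26.5 points (SD 14.4, adjusted p = 0.0137 from the exact sign-flip permutation test, two-sided, over 42 tests of shares). The GlyGCC share was higher in EV-D in 9 of 10 donors, by 10.9 points (SD 10.0, adjusted p = 0.0365), and the GlyCCC share in 8 of 10, by 12.6 points (SD 11.7, adjusted p = 0.041). Shares of a whole move against each other, so the RPM were compared as well. On log2(RPM + 1) GluCTC showed no difference between EV-D and EXO that stood out from the variation between donors, with a mean of -0.18 (SD 1.44, adjusted p = 0.74), while GlyGCC was higher in EV-D by 1.58 (SD 0.97, adjusted p = 0.0088) and GlyCCC by 2.59 in 9 of 10 donors (adjusted p = 0.0117). Without the pairing by donor, which moved this family of tests most, the adjusted p was 0.0564 for the GluCTC share, 0.336 for GlyGCC and 0.0549 for GlyCCC, from an unpaired permutation test.

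**Figure D4:**
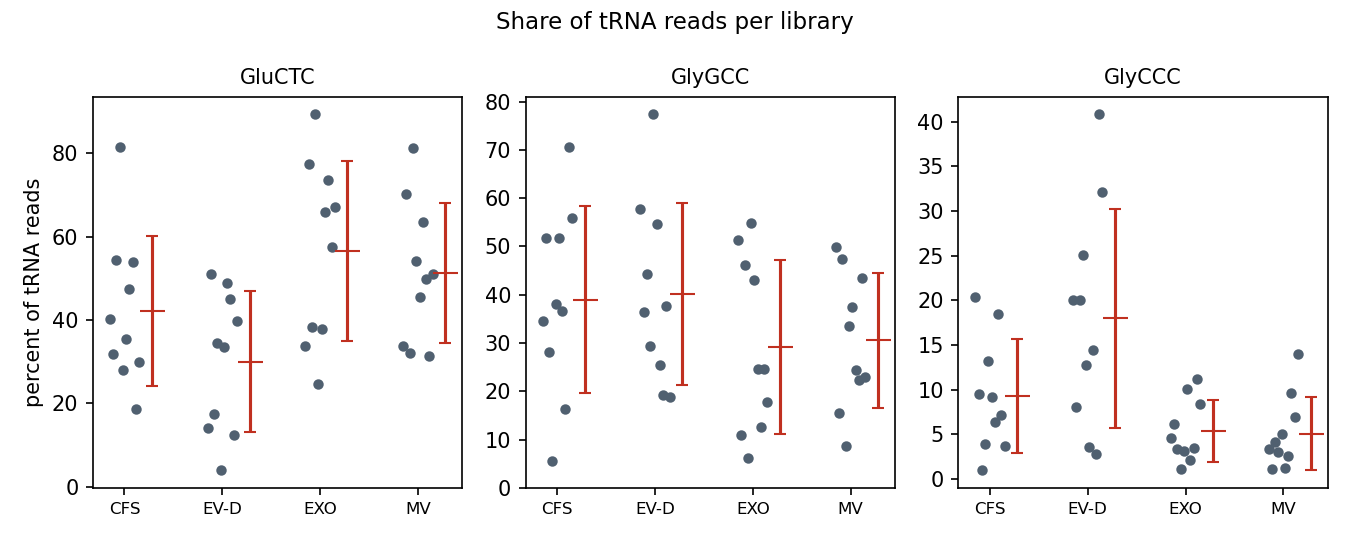
Share of tRNA reads taken by GluCTC, GlyGCC and GlyCCC in CFS, EV-D, EXO and MV, in percent. Each point is 1 of 10 donors and the bars give the mean and SD; the GluCTC mean is 30.0% in EV-D and 56.5% in EXO.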

As shown in Figure 6B, GluCTC was significantly enriched in EXO compared with EV-D, whereas GlyGCC and GlyCCC were enriched in EV-D.

**Figure 6.**
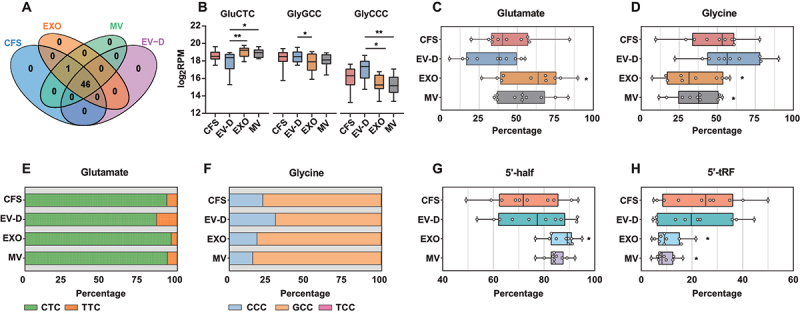
tRF expression profiles of CFS, EXO, MV, and EV-D. (A) Venn diagram to summarize unique and common tRFs across saliva fractions. (B) Relative expression levels of three most abundant tRFs in individual saliva fractions. (C-D) Box plot depicting the percentage distribution of tRFs across saliva fractions at individual donor level for glutamate (C), and glycine (D). (E-F) Composition of tRFs in individual saliva fractions for glutamate (E), and glycine (F). (G-H). Box plot depicting the percentage distribution of tRFs across saliva fractions at individual donor level for 5’-half tRFs (G) and 5’-tRFs (H). CFS, cell-free saliva; EXO, exosome; MV, microvesicle; EV-D, EV-depleted saliva; tRF, tRNA fragment.

We further categorized tRFs based on their matched amino acid. 

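Summed by amino acid, glutamate tRNA types took 45.1% ± 18.4 of the tRNA reads in CFS, 33.6% ± 17.4 in EV-D, 58.4% ± 21.1 in EXO and 54.4% ± 16.4 in MV (mean ± SD, n = 10). Glycine types took 48.3% ± 19.6, 58.2% ± 20.4, 34.7% ± 18.6 and 35.7% ± 14.3 in the same order. The glutamate share was lower in EV-D than in EXO by a mean difference of -24.7 points and than in MV by -20.8 points, each in 10 of 10 donors (adjusted p = 0.0137 for both, exact sign-flip permutation test). The glycine share was higher in EV-D than in EXO by 23.6 points in 10 of 10 donors (adjusted p = 0.0137) and than in MV by 22.5 points in 9 of 10 (adjusted p = 0.0234). For CFS neither difference reached an adjusted p of 0.05, since its glutamate share differed from that of EXO by -13.3 points (SD 21.01, adjusted p = 0.176) and its glycine share from that of MV by 12.6 points (SD 18.6, adjusted p = 0.169).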

Glutamate tRFs were predominant in EXO and MV, representing 58.4% and 54.4% on average, respectively (Figure 6C); glycine tRFs were predominant in CFS and EV-D, representing 48.3% and 58.2% on average, respectively (Figure 6D). As multiple anticodons can encode the same amino acid, we investigated the relative abundance of all known anticodons (Figure 6E-F). The percentage distribution of each anticodon varied across saliva fractions. 

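Among the glutamate reads, the anticodon TTC took 6.83% ± 2.49 in CFS, 13.6% ± 8.09 in EV-D, 3.96% ± 2.73 in EXO and 6.38% ± 3.40 in MV (mean ± SD, n = 10). The TTC share was higher in EV-D than in EXO in 10 of 10 donors, by 9.68 points (SD 6.22, adjusted p = 0.0137, exact sign-flip permutation test), and than in MV in 9 of 10, by 7.26 points (SD 7.75, adjusted p = 0.0373). The mean difference of CFS from EV-D was -6.81 points (SD 7.81, adjusted p = 0.0645). Among the glycine reads, the anticodon CCC took 22.1% ± 16.5 in CFS, 30.4% ± 18.7 in EV-D, 18.2% ± 11.5 in EXO and 15.4% ± 11.7 in MV. EV-D was higher in CCC than EXO in 7 of 10 donors, by 12.2 points (SD 18.7, adjusted p = 0.174), and than MV in 9 of 10, by 15.1 points (SD 15.9, adjusted p = 0.0568), neither of which reached an adjusted p of 0.05.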

Of note, EV-D was enriched in tRFs containing TTC anticodon for glutamate and CCC for glycine. On the other hand, CFS and MV had tRF profiles with comparable anticodon usage for glutamate, whereas EXO and MV shared similar anticodon profiles for glycine.

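The TTC share of glutamate reads differed between CFS and MV by a mean of 0.445 points (SD 4.76, adjusted p = 0.865, exact sign-flip permutation test), with CFS the higher in 4 of 10 donors. The CCC share of glycine reads differed between MV and EXO by -2.84 points (SD 13.5, adjusted p = 0.622), with MV the higher in 6 of 10 donors. The remaining glycine reads were nearly all GlyGCC, with 81.6% ± 11.5 in EXO and 84.5% ± 11.7 in MV, while GlyTCC took 0.234% ± 0.0862 and 0.162% ± 0.0827 (mean ± SD, n = 10).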

Next, we categorized tRFs based on fragmentation patterns. We found that 5’-half tRF was the most abundant type across all four fractions, followed by 5’-tRF (Figure 6G-F). EXO and MV had higher percentages of 5’-half tRF compared with CFS and EV-D (85.8% vs. 74.5% on average, respectively; Figure 6G). On the other hand, 5’-tRF was more enriched in CFS and EV-D (Figure 6H). These results suggest that EXO and MV had comparable tRF expression profiles, which differed from CFS and EV-D.

## Distinct profiles for yRNA fragments among different saliva fractions

As shown in Figure 4A, we identified 3% of human reads that were mapped to yRNA. 

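As a percentage of the RPM total, yRNA took 1.15% ± 1.20 in CFS, 1.51% ± 1.44 in EV-D, 0.84% ± 0.639 in EXO and 0.399% ± 0.581 in MV, and 0.974% ± 1.07 over the 40 libraries (mean ± SD). The number of yRNA reads per library ran from 7315 to 732512. yRNA was lower in MV than in CFS and in EV-D in 9 of 10 donors each, with mean differences of 0.749 points for CFS over MV (adjusted p = 0.0234) and 1.11 points for EV-D over MV (adjusted p = 0.0469, exact sign-flip permutation test). The difference of EV-D over MV kept an adjusted p under 0.05 in 1 of the 10 fits that each left out a donor, an alternative chosen after seeing the data, and that of CFS over MV in 10. Replicate 8 of MV stood at 1.98%, where the next donor had 0.469%, and the MV mean without it was 0.223%.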

All mapped yRNA reads were derived from yRNA fragments (yRFs). Recent studies showed that yRFs play an important role in inter-cellular signalling as well as disease development [12]. In our analysis, we further compared yRF expression profiles across all saliva fractions. 

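The reads of the 4 listed yRNAs were divided by their sum in each library. Y4, whose gene RNY4 lies on chromosome 7 from 148963315 to 148963410 in GENCODE release 29 (GRCh38), took 81.6% ± 8.49 in CFS, 76.0% ± 8.51 in EV-D, 78.6% ± 5.13 in EXO and 75.3% ± 7.77 in MV (mean ± SD, n = 10). Y1 took 13.0% ± 8.86, 20.0% ± 9.08, 15.8% ± 4.85 and 17.8% ± 5.80 in the same order. Over the 40 libraries the mean share was 77.9% ± 7.72 for Y4, 16.6% ± 7.57 for Y1, 4.67% ± 2.74 for Y5 and 0.825% ± 0.796 for Y3. None of the 6 comparisons between fractions had an adjusted p under 0.05 for Y4 or for Y1, and the smallest unadjusted exact permutation p were 0.0449 for Y4, between CFS and MV, and 0.0371 for Y1, between CFS and EV-D. In CFS replicate 2 had 36.5% of Y1 and 62.2% of Y4, apart from the other donors.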

As shown in Figure 7A, most reads were mapped to Y4 in all fractions (77.9% on average), followed by Y1 and Y5 (16.6% and 4.7% on average, respectively). 

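Y3 took 0.36% ± 0.274 of the yRNA reads in CFS, 0.27% ± 0.124 in EV-D, 1.44% ± 0.879 in EXO and 1.23% ± 0.835 in MV (mean ± SD, n = 10). In 10 of 10 donors its share was lower in EV-D than in EXO (-1.17 points), in CFS than in EXO (-1.08 points), in CFS than in MV (-0.871 points) and in EV-D than in MV (-0.961 points), each with an adjusted p of 0.0117 from the exact sign-flip permutation test over 24 tests. MV and EXO differed by -0.208 points (SD 0.431, adjusted p = 0.371). The adjusted p of each of the 4 differences stayed under 0.05 without the pairing by donor and on the log2 scale, of which the latter was chosen after seeing the data.

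**Figure D5:**
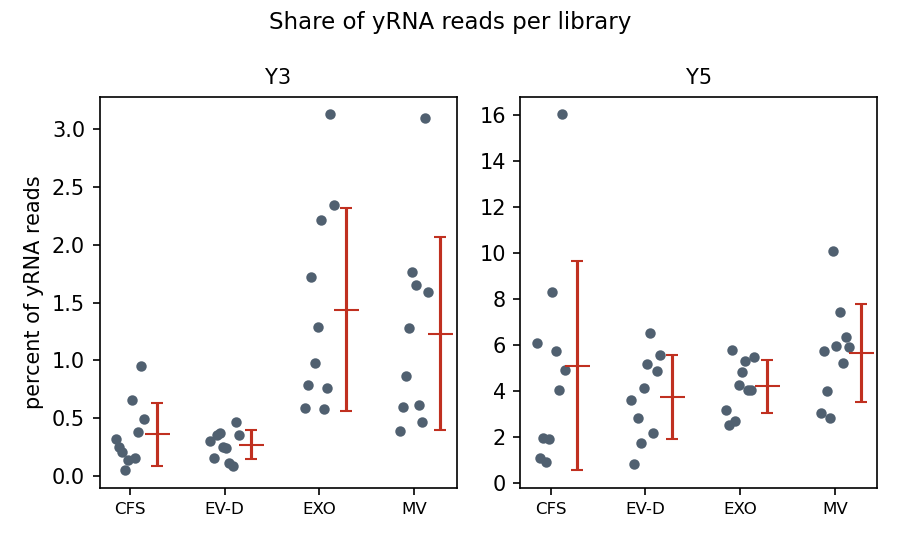
Share of yRNA reads taken by Y3 and Y5 in CFS, EV-D, EXO and MV, in percent. Each point is 1 of 10 donors and the bars give the mean and SD; Y3 means are 0.36% in CFS, 0.27% in EV-D, 1.44% in EXO and 1.23% in MV.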

EXO and MV showed significantly higher percentages of Y3 compared to CFS and EV-D (Figure 7B). 

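Y5 took 5.10% ± 4.55 of the yRNA reads in CFS, 3.74% ± 1.84 in EV-D, 4.21% ± 1.15 in EXO and 5.65% ± 2.14 in MV (mean ± SD, n = 10). The share was lower in EV-D than in MV in 9 of 10 donors, by a mean difference of -1.91 points (SD 2.09, adjusted p = 0.0281, exact sign-flip permutation test), and without the pairing by donor the adjusted p was 0.222. MV was higher than EXO by 1.44 points in 8 of 10 donors (SD 2.10, adjusted p = 0.158), and CFS differed from MV by -0.554 points (SD 4.80, adjusted p = 0.75). Replicate 9 of CFS had 16.0% of Y5 where the next donor had 8.32%, and the CFS mean without it was 3.88%.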

MV had the highest percentage of Y5, whereas EV-D had a significantly lower level of Y5 compared with MV (Figure 7C). We also categorized yRNA reads based on fragmentation patterns. As shown in Figure 7D, CFS and EV-D showed similar fragment composition, with predominantly 5’-fragments across all fractions.

**Figure 7.**
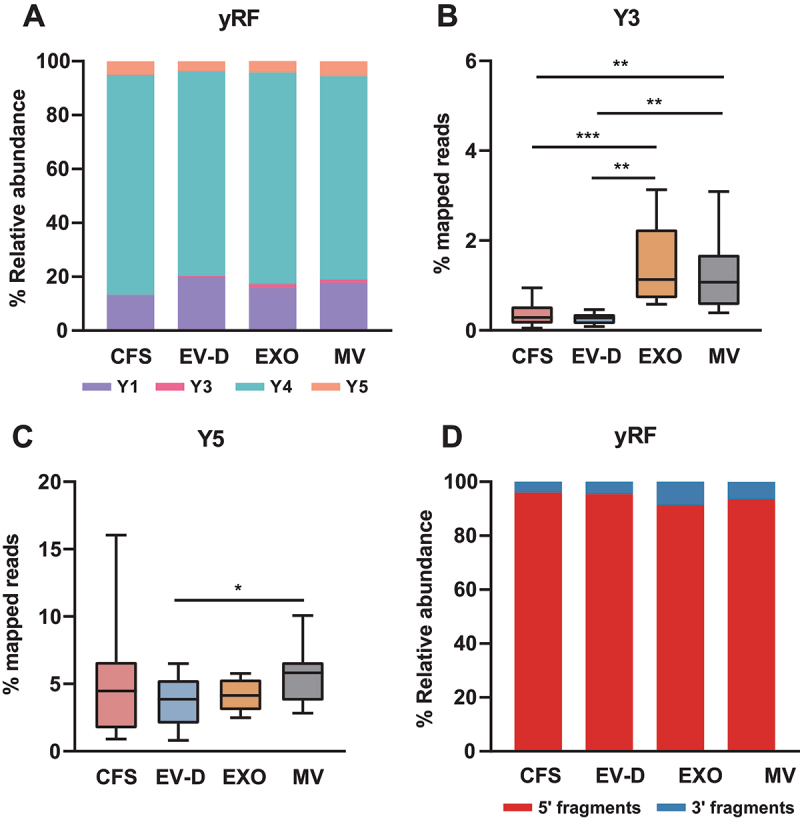
yRF expression profiles of CFS, EXO, MV, and EV-D. (A) Composition of yRFs in individual saliva fractions. (B-C) Percentage distribution of mapped reads in four saliva fractions for Y3 (B) and Y5 (C). (D) Composition of yRFs in individual saliva fractions by fragmentation pattern. CFS, cell-free saliva; EXO, exosome; MV, microvesicle; EV-D, EV-depleted saliva; yRF, yRNA fragment.

## Discussion

In this study, we have developed an improved small RNA-seq protocol for profiling different saliva fractions. Compared with other fractions, MV was highly enriched in microbiome RNA, which could be explained by the pelleting of bacterial cells during MV isolation [13]. Interestingly, taxonomic characteristics of the microbiomes differ significantly across saliva fractions. In particular, *Bacteroidetes* were the most abundant phylum in CFS and MV, whereas *Firmicutes* were most abundant in EV-D and EXO. *Bacteroidetes* and *Firmicutes* were the main phyla presented in human saliva [14]. It has been reported that *Bacteroidetes* were negatively correlated with disease activity in ulcerative colitis, and *Firmicutes* levels in saliva reflected the gut condition [15,16]. In addition, the *Firmicutes*/*Bacteroidetes* ratio could serve as an indicator of obesity development [17]. Thus, the relative abundance of a phylum could potentially be used as an indicator of human health. Our work indicated potential application of microbiome RNA profiles in saliva, as well as their taxonomic diversity across individual saliva fractions.

As for human RNA composition, we found that rRNA was the most abundant RNA species across all saliva fractions, especially in EXO. Many studies reported the enrichment of rRNAs in EXO, which is consistent with our findings [18,19]. In our study, all mapped rRNA reads were derived from rRNA fragments. Multiple studies reported that rRNA fragments may function similarly to miRNAs by suppressing mRNA expression or protein translation [20–22]. Further studies have shown diverse roles of rRNA fragments in regulating metabolism, cell viability and proliferation [23,24]. Hence, highly enriched rRNA fragments in the circulation could mediate intercellular communications that are relevant to human health and diseases.

The miRNA expression profiles in EXO have been intensely studied in recent years and many studies indicate that exosomal miRNAs could be used as biomarkers for human diseases. Compared with other saliva fractions, miRNAs were most abundant in EXO. The miRNA expression profiles of EXO and MV are highly correlated. Although EXO and MV differ in many aspects, they both feature EV-specific characteristics, such as membrane-bound vesicles, cargo selection for packaging, and cargo transport across cells [25]. For these reasons, EXO and MV showed similarities in miRNA expression, particularly when compared with CFS or EV-D. In addition, we also found a set of EV-specific miRNAs in saliva, such as miR-30a-5p, miR-125a-5p, and miR-200a-3p, implicating functional roles of these miRNAs in intercellular communications. As supporting evidence, exosomal miR-30a could regulate autophagy in a paracrine-like manner in ischaemic heart disease [26] and promote tumour metastasis in colon cancer [27].

In contrast to miRNAs, snoRNAs were significantly enriched in CFS and EV-D as compared with the EV fractions. snoRNAs are typically found in the nucleoli and are mainly responsible for rRNA posttranscriptional modification and maturation [28]. Interestingly, multiple studies reported snoRNA depletion in EVs isolated from plasma [29,30]. In our previous study, snoRNAs were similarly depleted in EVs derived from cancer cells [31]. Therefore, the depletion of snoRNAs in the EV fractions might be a general phenomenon resulting from EV-specific RNA selection and packaging processes.

Similar to snoRNAs, tRNA fragments (tRFs) were also found enriched in CFS and EV-D. The main role of full-length tRNAs is to act as key adaptor molecules for peptide elongation during translation. We found these tRNA reads were all derived from tRFs in our small RNA-seq libraries. tRFs are generated by specific cleavage of primary and mature tRNAs. Among all tRFs, two major subgroups including 5’- half tRFs and 5’-tRFs were most abundant in saliva fractions. Increasing evidence indicated that tRFs play important functions in human disease development [32,33]. Thus, changes in saliva tRF profiles could serve as potential disease biomarkers. For example, GluCTC, the most abundant tRF species in our study, was reported as a diagnostic biomarker for liver cancer [34]. In addition, GluCTC was associated with chemotherapy outcomes in various cancers [35].

Previous studies revealed that yRNAs and yRFs play important roles in disease development [12]. yRNAs are highly conserved non-coding RNAs, and four yRNAs have been identified to date, including Y1, Y3, Y4, and Y5. We found Y4 to be the most abundant yRNA in saliva. Our data indicated the yRNA reads were all derived from yRFs. yRFs are produced in apoptotic cells resulting from yRNA degradation through a caspase-3 dependent process [12]. yRFs can be broadly classified into two groups: 5’-fragments and 3’-fragments. We found that 5’-fragments were the most abundant, representing over 90% of yRFs. The functions of yRFs have not been well defined. Several studies hypothesized that yRFs may undergo a similar biogenesis process shared with miRNAs because of their characteristic stem-loop structures [36]. Same with miRNAs, yRFs are transported from nucleus to cytoplasm through Exportin 5 and Ran GTPase. However, yRFs do not bind to Ago2 RISC complex for regulating target expression [37,38]. They can regulate apoptosis and promote inflammation in macrophages by activating caspase 3 and NF-κB signalling pathways [39]. In addition, exosomal yRFs were found to suppress cardiomyocyte death by inducing IL-10 release and reducing TNFα levels [40]. Given the diverse roles of yRFs, it would be interesting to further investigate their implications in disease development.

While we provided a comprehensive analysis of distinct small RNA profiles in four saliva fractions, there are some limitations in this study. Firstly, we did not compare differential ultracentrifugation with other commercial EV isolation methods. To date, differential ultracentrifugation is widely considered as the gold standard for EV isolation, and it would be important to compare its performance with alternative methods. Although our primary focus was on RNA isolation, future studies should consider evaluating and comparing various EV isolation methods. Secondly, we only focused on relative changes in small RNA profiles across different saliva fractions, without performing absolute RNA quantitation. To this end, incorporating spike-in controls in future studies would enable more precise comparisons for absolute quantitation across different saliva fractions. Additionally, we did not analyse the mRNA species in this study. Our focus was on small RNA species by small RNA-seq analysis. Thus, data on mRNA from our sequencing results were limited; total RNA-seq in future studies would be helpful to delineate the expression profiles of mRNA or other long RNA species, thereby providing a complete picture of all RNA species in saliva.

In summary, we have established an improved small RNA profiling protocol for saliva study. Based on our findings, saliva, especially the MV fraction, may serve as a useful resource for oral microbiome study; EXO or EV-D, are more suited for profiling human RNAs; CFS can be an optimal resource for balanced study of both human RNAs and microbiomes. This study presents unique characteristics of various circulating RNAs in saliva, which provides a guideline on selecting specific saliva fractions for targeted biomarker discovery.

## Materials and methods

### Ethics statement

All the participants provided written informed consent to participate in the study. This study was approved by the Institutional Review Board of the University of Illinois Chicago.

## Saliva collection and preprocessing

Saliva was collected from ten healthy volunteers who were asked to refrain from drinking, eating, or chewing anything for at least 30 min before sample collection. For each volunteer, about 5 mL of unstimulated saliva was collected, and then mixed with 1 mL of RNAlater (Thermo Fisher). Two sample processing methods were assessed for initial treatment of saliva. Specifically, an aliquot of saliva was treated with either RNAlater or RNase Inhibitor (Thermo Fisher), and then centrifuged at 2600 × *g* for 15 min at 4°C to remove cells and debris. Cell-free saliva supernatant was then used for EXO and MV isolation or direct extraction of total RNA.

## Saliva fractionation and EV isolation

EVs were isolated by differential ultracentrifugation (Figure 1A). In brief, CFS was centrifuged at 10,000 × *g* for 1 hr at 4°C to pellet MVs. The MV-free supernatant was then transferred to a new tube and ultracentrifuged at 100,000 × *g* for 1 hr at 4°C to pellet EXOs. In this way, 1 mL of EV-depleted saliva (EV-D) was collected along with palleted MVs and EXOs for further RNA isolation. The size and concentration of four saliva fractions were measured by nanoparticles tracking analysis (NTA) with Nanosight NS300 (Supplementary Figure S2).

## RNA extraction

RNA from the four saliva fractions described above (including CFS, MV, EXO, and EV-D) was extracted using Trizol LS (Invitrogen), miRVana (Ambion), MagMAX (Applied Biosystems), Nucleospin (Takara), and miRNeasy Micro (Qiagen), respectively, following the manufacturers’ instructions. The modified miRNeasy method was performed according to the manufacturer’s protocol with specific modifications including glycogen co-precipitant and a second round of chloroform extraction. Briefly, 700 µL of the QIAzol Lysis reagent was added to 140 µL of sample and the mixture was vortexed and incubated at RT for 5 min. Then, 140 µL of chloroform was added to each sample and vortexed for 15 s. The mixture was incubated at RT for 3 min, followed by centrifugation for 15 min at 12,000 × *g* at 4°C. The upper aqueous phase was transferred into a new tube and another 140 µL of chloroform was added, followed by incubation and centrifugation as mentioned above. Then, 1.25× volume of 100% ethanol and 1 µg of glycogen were added to the upper aqueous phase in the second repetition. The mixture was passed through MinElute spin column by centrifugation at 8,000 × *g* for 15 s. The column was then washed with 700 µL Buffer RWT, 500 µL Buffer RPE, and 500 µL 80% ethanol sequentially by centrifugation at 8,000 × *g* for 15 s and finally eluted with 10 μL of RNase-free water at 12,000 × *g* for 1 min.

## Assessment of RNA quantity and quality

Total RNA was quantified using NanoDrop spectrophotometer (Isogen Life Science, Temse, Belgium). RNA purity was assessed by checking the absorbance at 260 nm, 280 nm and 230 nm. To access the RNA integrity, the RNA Integrity Number (RIN) was determined using a 2200 Tapestation Instrument with RNA ScreenTapes (Agilent Technologies, Santa Clara, CA) (Supplementary Figure S3).

## miRNA expression profiling by RT-qPCR

To compare the efficiency of RNA isolation by different methods, RT-qPCR was used to quantify the yield of ten representative miRNAs, including miR-30d, miR-191-5p, miR-27a, miR-26a-5p, miR-21-5p, miR-24-3p, let-7a-5p, miR-92-3p, miR-148a, and miR-320a. The primers used are listed in Supplementary Table S3. Detailed procedures were carried out as described in our previous study [41]. In brief, extracted RNA was reverse transcribed using the High Capacity cDNA Reverse Transcription kit (Applied Biosystems) in a 10 μL reaction. Each reaction was comprised of 1 μL of 10× RT buffer, 0.4 μL of 25× dNTP (100 mM), 0.4 μL of miRNA-specific RT primer mixture (250 nM), 0.5 μL of RNase inhibitor, and 0.5 μL of Multiscribe Reverse Transcriptase. Before the start of RT reaction, reference control sample (i.e. total EVs with no RNA extraction) was incubated for 5 min at 75°C. Then, the RT reaction was carried out using the following condition: 25°C for 20 min, 37°C for 60 min, and 85°C for 5 min. Real-time PCR was performed in a 10 μL reaction including 5 μL of Power SYBR Green PCR master mix (Applied Biosystems) and 250 nm miRNA-specific primers. The reactions were carried out under the following conditions: 95°C for 10 min, followed by 3 cycles of 95°C for 15 s, 45°C for 1 min, and 60°C for 30 s, then 35 cycles of 95°C for 10 s and 60°C for 30 s for data collection. For each miRNA, the mean Ct value was calculated and then compared to that of the control group. The relative changes of the ten miRNAs were averaged to assess the average differences with the control group. For RT-qPCR data analysis, we used the delta-delta Ct method to evaluate expression differences between different RNA isolation methods.

## Small RNA-seq library preparation

Small RNA-seq library preparation was performed using the NEBNext Small RNA-seq Library Preparation Kit with some modifications as previously described [31]. Briefly, 1:10 diluted 3’ SR Adaptor were ligated to the 3’ ends of the RNA, and then hybridized with 1:10 diluted SR reverse transcription primer. Subsequently, 1:5 diluted 5’ SR Adaptor was ligated to the RNA, followed by reverse transcription using ProtoScript II. The reverse transcription products were amplified by 18 cycles of PCR. Then, the PCR products were purified using AMPure XP beads (Beckman Coulter). Amplified cDNA libraries were quantitated with dsDNA Quantifluor (Promega) and sequenced on the Illumina HiSeq platform (with PE read lengths of 2 × 50 base pairs).

## Data analysis

Raw FASTQ RNA-seq data were preprocessed, including trimming of adapter sequences and filtering of low-quality reads, as detailed previously [31]. Subsequently, trimmed reads were mapped to miRBase reference data using Blat to summarize miRNA read counts [42,43]. For tRNA analysis, tRNA reads were aligned to tRFs using the MINTmap pipeline [44]; for yRNA analysis, yRNA reads were aligned to NCBI RefSeq using Bowtie 2 [45]. Next, unmapped reads were further aligned to Kraken microbiome database using the sMETASeq pipeline [46]. The aligned raw reads were normalized to per million reads (RPMs). For pairwise correlation analysis, the log_2_-transformed reads were used to calculate the correlation coefficients across all saliva fractions. Statistical analyses of differentially expressed miRNAs were performed using paired t-test. A *p*-value ≤0.01 with a log_2_ fold change (FC) ≥1 or ≤-1 was considered statistically significant.

## Supplementary Material

Supplemental Material Click here for additional data file.

## Data Availability

The sequencing data are available at NCBI GEO (https://www.ncbi.nlm.nih.gov/geo) under accession GSE222014.

# Supplementary material for: Characteristics of Human and Microbiome RNA Profiles in Saliva
**Source:** RNA Biol. 2023 Jul 3;20(1):398–408. doi: 10.1080/15476286.2023.2229596
**Supplement:** Supplemental Material

## Slide 1
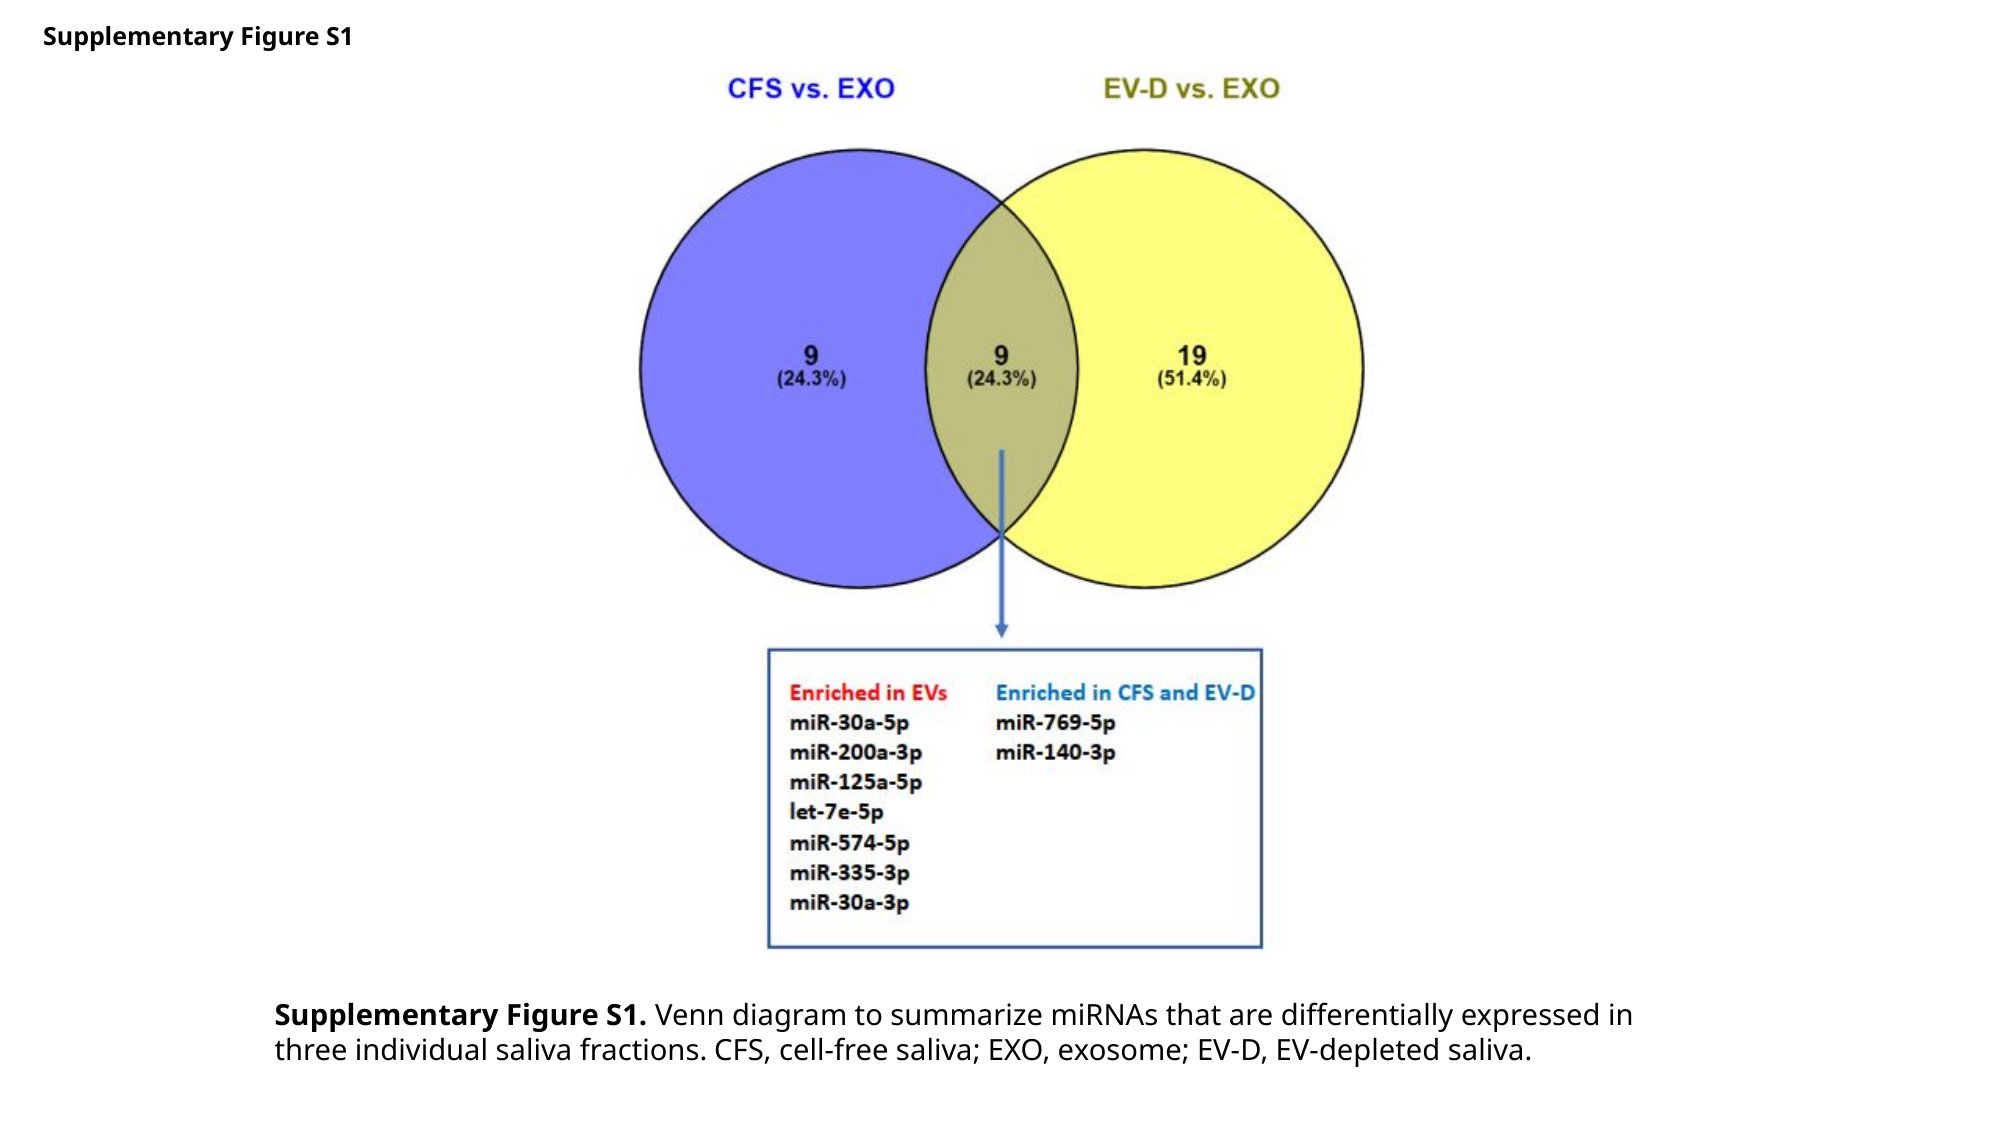

Supplementary Figure S1
Supplementary Figure S1. Venn diagram to summarize miRNAs that are differentially expressed inthree individual saliva fractions. CFS, cell-free saliva; EXO, exosome; EV-D, EV-depleted saliva.

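The diagram sets the lists of Supplementary Tables S1 and S2 side by side, so a miRNA in their overlap was called both between EV-D and EXO and between CFS and EXO, and MV is not among the fractions it compares. Over the deposited values, the calculation matched to those tables placed 9 miRNAs in the overlap, with 1 of them, miR-30a-3p, also called between CFS and EV-D, where its log2 ratio was 2.24 (p = 0.000236).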

## Slide 2
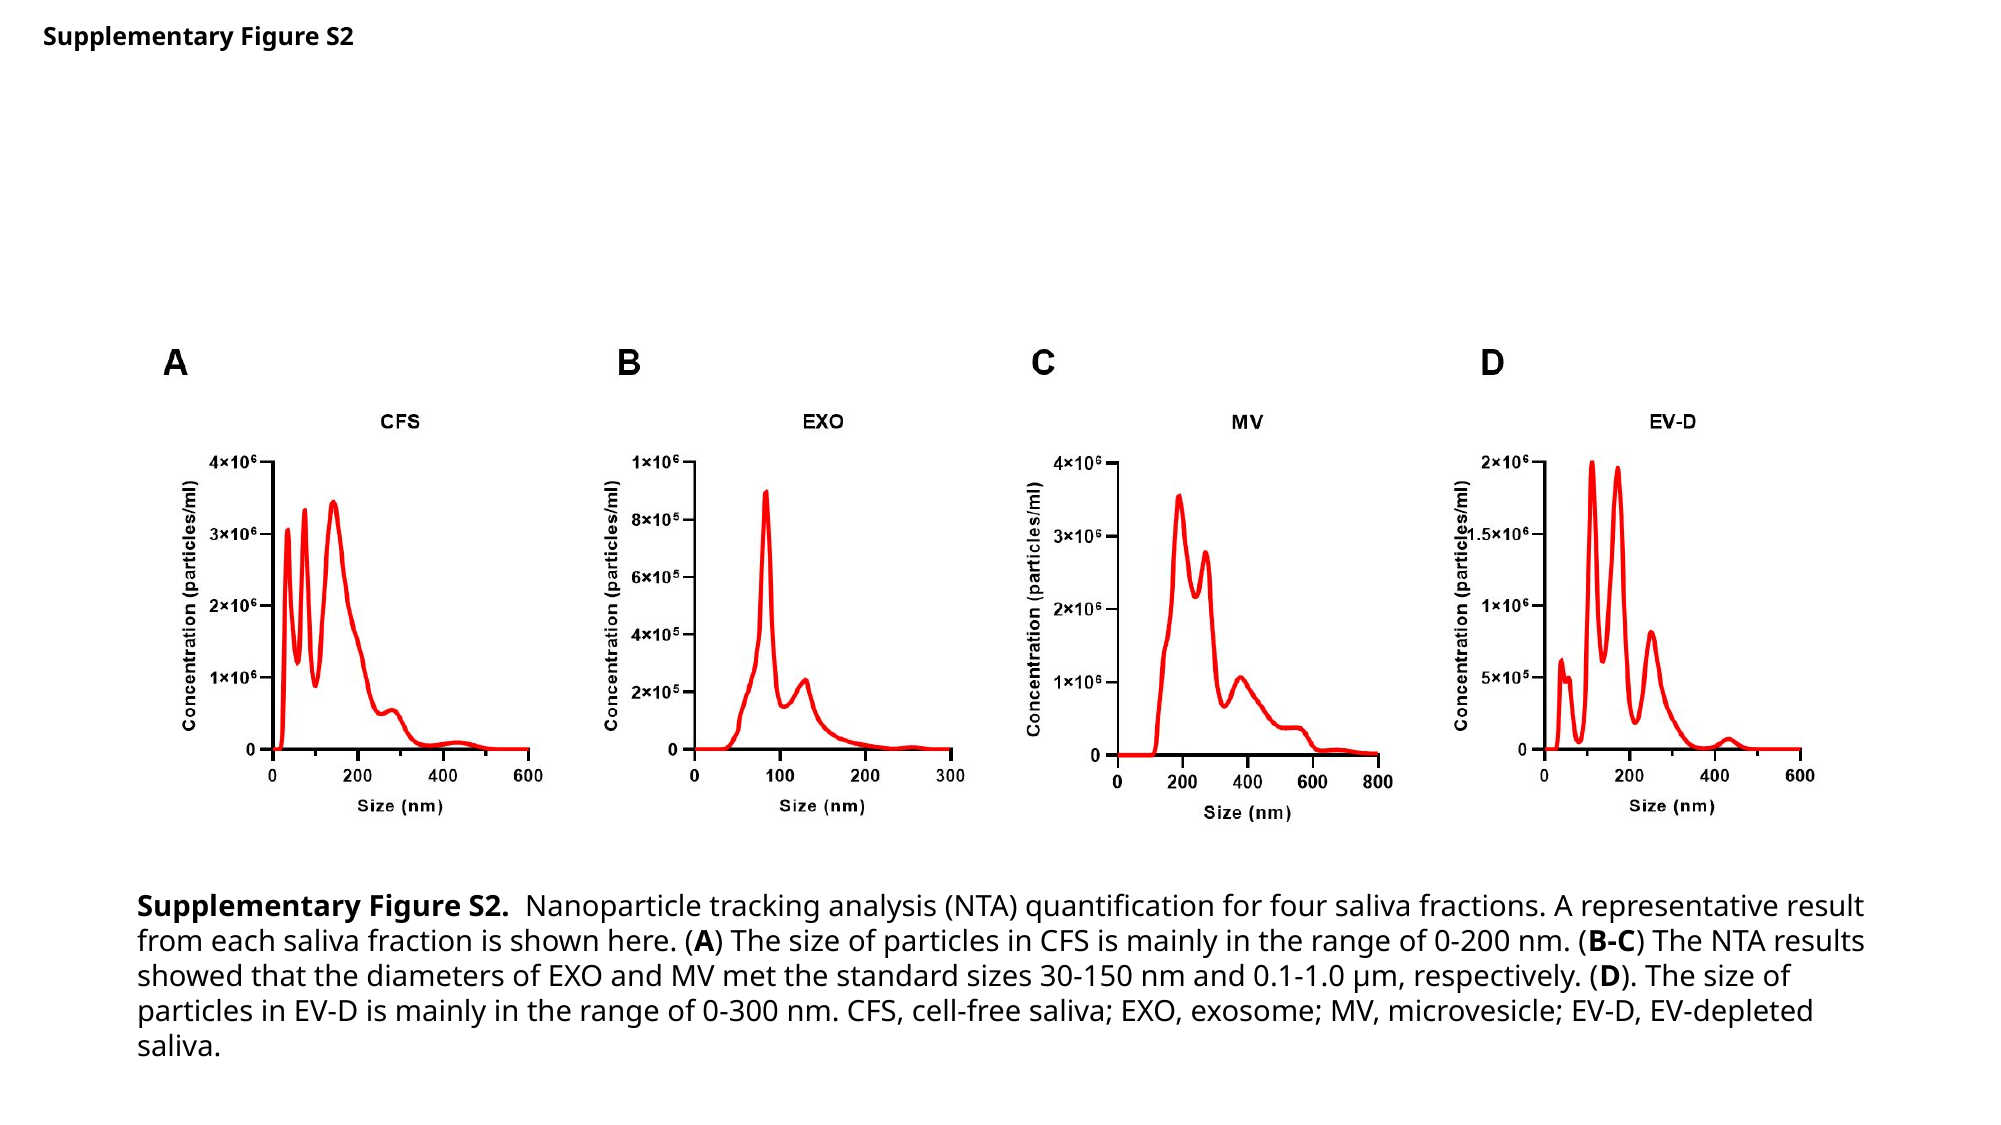

Supplementary Figure S2
Supplementary Figure S2.  Nanoparticle tracking analysis (NTA) quantification for four saliva fractions. A representative result from each saliva fraction is shown here. (A) The size of particles in CFS is mainly in the range of 0-200 nm. (B-C) The NTA results showed that the diameters of EXO and MV met the standard sizes 30-150 nm and 0.1-1.0 µm, respectively. (D). The size of particles in EV-D is mainly in the range of 0-300 nm. CFS, cell-free saliva; EXO, exosome; MV, microvesicle; EV-D, EV-depleted saliva.

## Slide 3
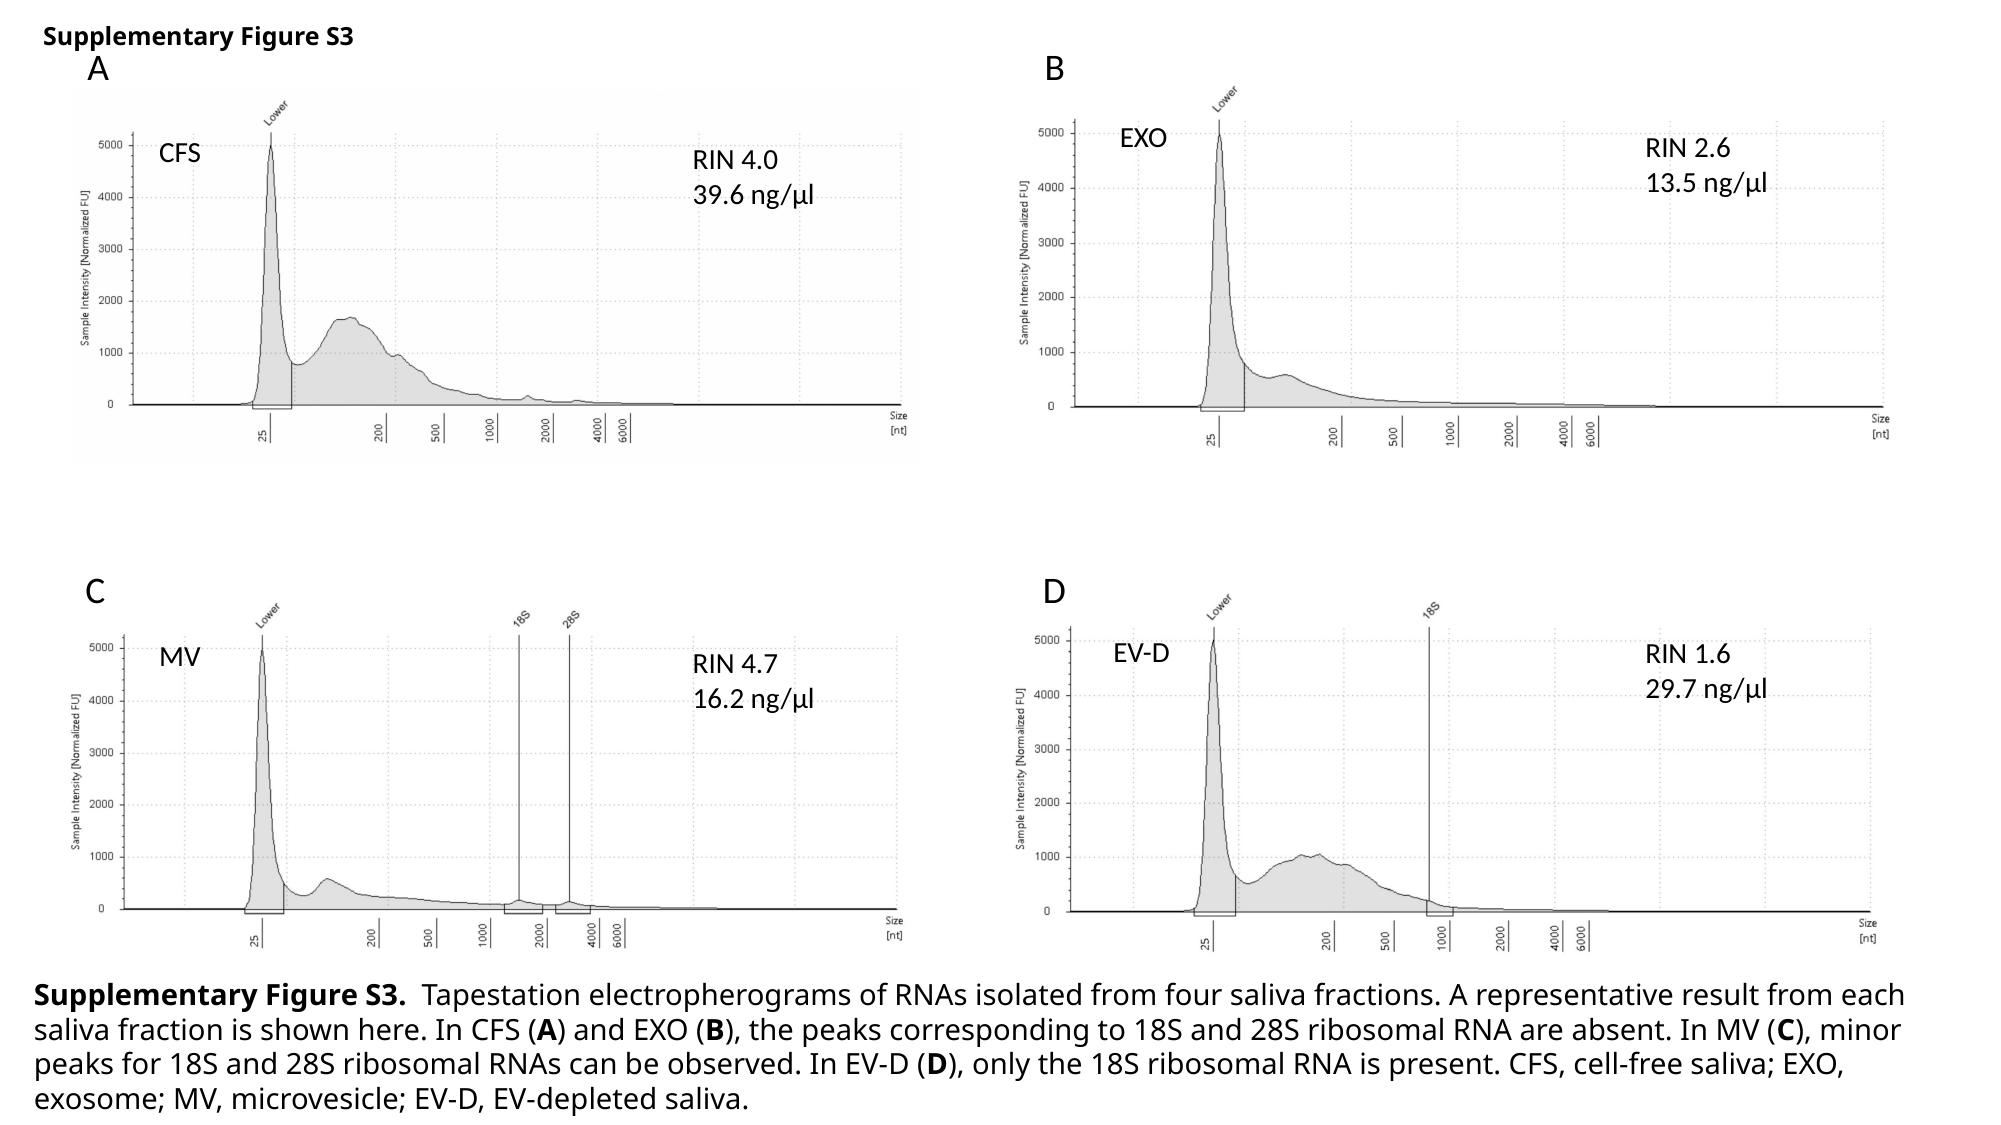

Supplementary Figure S3
A
B
EXO
RIN 2.6
13.5 ng/µl
CFS
RIN 4.0
39.6 ng/µl
C
D
MV
RIN 4.7
16.2 ng/µl
EV-D
RIN 1.6
29.7 ng/µl
Supplementary Figure S3.  Tapestation electropherograms of RNAs isolated from four saliva fractions. A representative result from each saliva fraction is shown here. In CFS (A) and EXO (B), the peaks corresponding to 18S and 28S ribosomal RNA are absent. In MV (C), minor peaks for 18S and 28S ribosomal RNAs can be observed. In EV-D (D), only the 18S ribosomal RNA is present. CFS, cell-free saliva; EXO, exosome; MV, microvesicle; EV-D, EV-depleted saliva.

# Supplementary material for: Characteristics of Human and Microbiome RNA Profiles in Saliva
**Source:** RNA Biol. 2023 Jul 3;20(1):398–408. doi: 10.1080/15476286.2023.2229596
**Supplement:** Supplemental Material

**Supplementary Table S1. Differentially expressed miRNAs between EV-D and EXO.**

| **miRNA** | ***P*-value** | **log_2_FC** |
| --- | --- | --- |
| miR-30a-3p | 2.07E-04 | -3.75 |
| let-7e-5p | 3.10E-05 | -3.40 |
| miR-30c-2-3p | 8.70E-04 | -3.40 |
| miR-30a-5p | 8.65E-04 | -2.63 |
| miR-125a-5p | 1.65E-03 | -2.25 |
| miR-574-5p | 2.84E-04 | -2.10 |
| miR-335-3p | 1.17E-03 | -2.03 |
| let-7a-5p | 8.28E-05 | -1.78 |
| let-7f-5p | 6.52E-04 | -1.71 |
| miR-200a-3p | 1.44E-03 | -1.68 |
| let-7c-5p | 2.48E-04 | -1.21 |
| let-7b-5p | 1.34E-04 | -1.18 |
| miR-99b-5p | 4.69E-03 | -1.16 |
| miR-425-3p | 4.24E-03 | 1.09 |
| miR-345-5p | 2.64E-03 | 1.09 |
| miR-10399-3p | 7.52E-03 | 1.11 |
| miR-27a-5p | 1.75E-03 | 1.17 |
| miR-29a-3p | 2.65E-03 | 1.19 |
| miR-23a-3p | 2.21E-04 | 1.20 |
| miR-769-5p | 2.40E-03 | 1.39 |
| miR-652-3p | 5.68E-03 | 1.42 |
| miR-140-3p | 5.27E-03 | 1.47 |
| miR-145-5p | 3.90E-04 | 1.56 |
| miR-15b-5p | 1.77E-03 | 1.57 |
| miR-576-5p | 5.86E-03 | 1.60 |
| miR-425-5p | 3.26E-03 | 1.61 |
| miR-132-3p | 4.39E-03 | 1.65 |
| miR-193b-5p | 3.33E-03 | 1.79 |

**Supplementary Table S2. Differentially expressed miRNAs between CFS and EXO.**

| **miRNA** | ***P*-value** | **log_2_FC** |
| --- | --- | --- |
| miR-141-3p | 7.33E-04 | -3.91 |
| miR-187-3p | 3.98E-03 | -2.88 |
| miR-30a-5p | 3.04E-03 | -2.46 |
| miR-200a-3p | 2.07E-03 | -2.32 |
| miR-885-3p | 7.14E-03 | -2.28 |
| miR-200b-3p | 1.14E-03 | -1.76 |
| miR-125a-5p | 4.24E-03 | -1.75 |
| let-7e-5p | 4.78E-04 | -1.64 |
| miR-574-5p | 2.16E-04 | -1.64 |
| miR-335-3p | 4.71E-04 | -1.56 |
| miR-30a-3p | 2.23E-03 | -1.51 |
| miR-200c-3p | 3.84E-03 | -1.12 |
| miR-200b-5p | 2.77E-03 | -1.06 |
| miR-6842-3p | 4.73E-03 | 1.22 |
| miR-106b-3p | 1.04E-04 | 1.23 |
| miR-769-5p | 1.41E-03 | 1.27 |
| miR-941 | 7.15E-03 | 1.34 |
| miR-140-3p | 1.07E-03 | 1.39 |

**Supplementary Table S3. The sequences of miRNA primers for qRT-PCR.**

| **miRNA** | **primer** | **Sequences (5'-3')** |
| --- | --- | --- |
| miR-30d | RT primer | ctcgtaggatagttgcgaagacttccagtc |
|  | Forward primer | actttcactgtaaacatccccga |
|  | Reverse primer | gctcgtaggatagttgcgaaga |
|  |  |  |
| miR-191-5p | RT primer | cctacgacgcagtaaatcacagctgctt |
|  | Forward primer | tccctacgacgcagtaaatcac |
|  | Reverse primer | gaacacacaacggaatcccaaaa |
|  |  |  |
| miR-27a | RT primer | gaacgaatggaacggctatcgcggaact |
|  | Forward primer | aaattcaggttcacagtggctaag |
|  | Reverse primer | acgaacgaatggaacggctatc |
|  |  |  |
| miR-26a-5p | RT primer | accacacgtcatgtgactgcctatcct |
|  | Forward primer | atcaaccacacgtcatgtgact |
|  | Reverse primer | agcgttgtttcaagtaatccagg |
|  |  |  |
| miR-21-5p | RT primer | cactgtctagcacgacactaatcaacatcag |
|  | Forward primer | ccactgtctagcacgacactaa |
|  | Reverse primer | gccaggcatagcttatcagactg |
|  |  |  |
| miR-24-3p | RT primer | gcacatgactcgtagatacggctgttcctg |
|  | Forward primer | cgcacatgactcgtagatacgg |
|  | Reverse primer | tgcgtggctcagttcagc |
|  |  |  |
| let-7a-5p | RT primer | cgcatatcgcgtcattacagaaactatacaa |
|  | Forward primer | tcgcatatcgcgtcattacaga |
|  | Reverse primer | gcggagttgaggtagtaggttg |
|  |  |  |
| miR-92-3p | RT primer | gccgtcgaggaatcctatcacaggccg |
|  | Forward primer | gagccgtcgaggaatcctatca |
|  | Reverse primer | cgctcttattgcacttgtccc |
|  |  |  |
| miR-148a | RT primer | ccgttcacgatccaaagacacaaagttct |
|  | Forward primer | caaccgttcacgatccaaagac |
|  | Reverse primer | cctcgcttcagtgcactacag |
|  |  |  |
| miR-320a | RT primer | gagcgatagtccgttaggtttcgccctc |
|  | Forward primer | gcgtacaaaagctgggttgaga |
|  | Reverse primer | tggagcgatagtccgttaggtt |

How the deposited data were processed for this re-analysis (not part of the article)

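Small RNA libraries of 4 saliva fractions (CFS, EV-D, EXO and MV) from 10 healthy donors were analysed, 40 libraries in all. According to the authors, libraries were made with the NEBNext small RNA kit and sequenced on an Illumina HiSeq, reads were mapped with Blat to miRBase, with MINTmap to tRNA fragments and with Bowtie 2 to RefSeq yRNAs, and the remaining reads were classified with Kraken and sMETASeq. The RPM values were made by the authors, who normalized the aligned reads per 1000000 of a total of each library (the RPM total) before deposition. The total they used is larger than the sum of the listed RNAs, and the paper's text does not name it, nor the versions of miRBase and of the mapping tools. The sample labels state that the reads of 2 sequencing runs were added together for each library, so the runs cannot be separated and a difference between them was not tested. The deposited table held 2695 entries, of which 2648 were miRNAs, 43 were tRNA types named by amino acid and anticodon, and 4 were yRNAs. Of the miRNAs, 1162 were above 0 in at least 1 library and 1486 were at 0 in all.

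Whole reads were recovered from the smallest step between the values of a library. The check asked for at least 100 low values and was passed by 34 libraries, and the other 6 libraries showed the same steps over fewer low values. The share of whole values was 100% in each library, with a largest deviation of 0.0213 reads. The recovered totals ran from 5030242 to 36049155 reads per library and the miRNA reads from 17181 to 1996603. Per library, a median of 295.5 miRNAs in CFS, 360 in EV-D, 379.5 in EXO and 308 in MV were above 0. A value of 0 allows up to 3 reads. These limits cover counting error only.

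The pairing of libraries by number was checked on residuals from the fraction means, where libraries of the same number correlated with means from 0.404 to 0.548 on log2(RPM + 1) and from 0.149 to 0.226 with values scaled to miRNA reads, against -0.0467 and -0.0213 for libraries of different numbers.

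miRNAs above 0 in at least 10 of the 40 libraries were tested (421 miRNAs). Values were transformed to log2(RPM + 1). The first test was limma with a trend on all 40 libraries, with the fraction as the factor and the donor as a block, and a Benjamini-Hochberg adjusted p under 0.05. The other was the paired t-test rule of the paper's methods, with p at most 0.01 and an absolute log2FC of at least 1, without adjustment. The paper's text gives neither the pseudocount nor the filter. Shares of reads, correlations and lists of marker miRNAs were compared within donors by exact sign-flip permutation tests over 1024 splits, two-sided, with Benjamini-Hochberg adjustment within each family. Correlations were computed across miRNAs within donors. On simulated data with 100 changed miRNAs among 421, limma called 85 and the paired t-test rule 49, with 0 unchanged miRNAs called by either. Among the 23 changed miRNAs with a mean RPM of at least 10, limma called 100% and the paired t-test rule 95.7%. On simulated data without changes both called 0. The simulated miRNAs were drawn independently, with changes of 1 size and without the real differences in miRNA share between libraries. The 0 false calls therefore need not hold for the real libraries. With fractions exchanged within donors, limma on the deposited RPM called up to 44 in EV-D vs. EXO, 120 in MV vs. EXO and 139 in EV-D vs. MV.

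miRNAs were named by a rule fixed beforehand. It took every miRNA that the paper names for a comparison, the 3 miRNAs with the highest mean RPM in each fraction, and for each comparison the 5 miRNAs with the smallest adjusted p in limma among those under 0.05 that changed in the same direction in at least 9 donors. Full statistics were given for at most 5 per comparison. Marker miRNAs of erythrocytes, of neutrophils and monocytes, of epithelial cells and of lymphocytes and the let-7 family were listed beforehand, as were the late-numbered miRBase entries (miRBase number of at least 4000). Hairpin positions are those of GENCODE release 29 (GRCh38), and neighbouring genes those of the RefSeq annotation of GRCh38.p14. The deposited values name no genome build.

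The alternatives set before the data were examined were pseudocounts of 0.1 and 10, no filter on low values, a mean RPM of at least 10 (104 miRNAs), values centred on the median of the tested miRNAs of each library, no replicate block, only the 2 fractions compared, the log2 ratio of mean RPM, an exact sign-flip permutation test in place of the paired t-test, Spearman correlation, only miRNAs above 0 in both libraries, a ranking of the top 200 miRNAs by the median or by mean log2 values, a miRBase number of at least 3000, limma calls in place of the paired t-test rule for the overlap of comparisons, and leaving out each donor in turn. Chosen after seeing the data were values scaled to the miRNA reads of each library (per 1000000 miRNA reads), edgeR's quasi-likelihood test on the recovered reads, log2 scales for the percentages and shares, leaving out each donor in turn for the percentages of RNA kinds, and the calculation matched to the supplementary tables. The last of these applied the paired t-test to untransformed values scaled to miRNA reads with values under 5 raised to 5, took the log2 ratio of the means, and kept the thresholds of the paper's methods. Its scaling, its untransformed values and its floor were searched for by comparison with Supplementary Tables S1 and S2. Several treatments of low values were tried and then floors from 0 to 10 were scanned. The floor of 5 was picked because the largest differences in log2FC from the tables were then 0.00517 and 0.00455, and before that the version without a floor was used. Its match to those tables is therefore by selection, and it was not used as the principal calculation.

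Calls were also counted in 100 splits, the real one included, in which fractions were exchanged within donors with a fixed seed. Reads of microbes, rRNA, mRNA, snoRNA and lncRNA, fragment types of tRNA and yRNA, qPCR and particle measurements are not analysed here. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and edgeR 4.0.16.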

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

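Every test reported in this part was chosen after the results were seen. The rules by which the tests of few reads and of donors were judged were also revised after their values had been seen, and the shuffles of donors were added at that point.

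In 17 of 78 groups of 10 libraries, 1 library lay far from the others. About 3.9 would be met by chance if the groups were independent and their values normally distributed. Groups share libraries and percentages can be skewed, so the excess over 3.9 does not show that libraries are aberrant. The ratio of the gap beside the library to the whole range, which passed Dixon's 95% critical value for 10 samples, is given for each of the 17. For the share of miRNA in the RPM total, replicate 1 of EXO stood at 10.2% with the next at 5.56% (ratio 0.486, mean 3.19% and 2.41% without it), and replicate 8 of MV stood at 2.78% with the next at 0.975% (ratio 0.675, mean 0.715% and 0.485% without it). For tRNA, replicate 4 of CFS stood at 6.67% with the next at 3.64% (ratio 0.471, mean 2.28% and 1.79% without it). For yRNA, replicate 2 of EV-D stood at 5.00% with the next at 2.15% (ratio 0.580, mean 1.51% and 1.12% without it), and replicate 8 of MV at 1.98% with the next at 0.469% (ratio 0.781, mean 0.399% and 0.223% without it).

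Among the shares of yRNA reads in CFS, Y1 was 36.5% in replicate 2 with the next at 16.2% (ratio 0.680, mean 13.0% and 10.4% without it). In the same library Y4 was 62.2% with the next at 76.4% (ratio 0.490, mean 81.6% and 83.7% without it), and Y1 and Y4 are parts of the same total. Y5 in CFS was 16.0% in replicate 9 with the next at 8.32% (ratio 0.510, mean 5.10% and 3.88% without it). Y3 in MV was 3.09% in replicate 9 with the next at 1.77% (ratio 0.492, mean 1.23% and 1.02% without it).

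Mean log2(RPM + 1) of marker lists was highest in replicate 1 of EXO for the erythrocyte list, 4.04 with the next at 2.59 (ratio 0.485, mean 1.95 and 1.72 without it). In that library the neutrophil and monocyte list stood at 9.66 with the next at 6.54 (ratio 0.480, mean 5.66 and 5.21 without it), and the lymphocyte list at 6.07 with the next at 3.70 (ratio 0.632, mean 3.10 and 2.77 without it). The lymphocyte list of MV was 4.70 in replicate 8 with the next at 2.59 (ratio 0.520, mean 1.70 and 1.37 without it). Scaled to miRNA reads, miR-12136 in EV-D was 2341 in replicate 5 with the next at 424 (ratio 0.820, mean 432 and 220 without it).

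Correlations across miRNAs within a donor were lowest in replicate 5 for CFS and EXO, 0.789 with the next at 0.882 (ratio 0.577, mean 0.899 and 0.911 without it), and for CFS and MV, 0.777 with the next at 0.876 (ratio 0.518, mean 0.904 and 0.918 without it). For EV-D and MV the lowest was replicate 8, 0.775 with the next at 0.868 (ratio 0.491, mean 0.893 and 0.906 without it).

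Whether few miRNA reads in the library set these values apart cannot be told. Of the 14 values that belong to a single library, 2 were among the 10 of 40 libraries with the fewest miRNA reads, but 6 of the 14 are high amounts of miRNA, which a library with few such reads would hardly show. Of the 3 correlations, 2 involve at least 1 of these 10 libraries, which include CFS and MV of replicate 5 with 22150 and 24285 miRNA reads. Differences between the donors themselves are a candidate explanation: for the 14 values, the other 3 fractions of the donor were on the same side of their fraction's median in 37 of 42 cases, against a mean of 21.2 and a maximum of 36 in 1000 shuffles of donors (p = 0.001 by permutation, the smallest they can give). A technical cause shared by the 4 libraries of a donor, such as the collection or the handling of the saliva, is open too, as are the sequencing runs, whose reads were added together. The list values on deposited RPM also carry the high share of miRNA reads of replicate 1 of EXO and replicate 8 of MV.

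The paper gives no count of miRNAs for CFS vs. MV and EV-D vs. MV. The calculation matched to the supplementary tables, itself chosen after seeing the data, called 17 miRNAs in CFS vs. MV, of which 2 were higher in CFS, and 21 in EV-D vs. MV, of which 5 were higher in EV-D. After adjustment 3 and 6 miRNAs had p under 0.05. Of 100 splits in which the fractions were exchanged within donors, the real one included, 1 gave as many in CFS vs. MV and 1 in EV-D vs. MV, and the other splits had medians of 0 and 1 and maxima of 13 and 18. Without replicates 1, 3, 4, 5, 7 or 10 the count in CFS vs. MV was 11. Calls remained when the libraries were brought to the same number of miRNA reads. With 17181 miRNA reads drawn from every library, the median over 20 draws was 12 in CFS vs. MV and 19 in EV-D vs. MV. In the same draws it was 23 in EV-D vs. EXO. These draws give counts only, so they do not show whether the same miRNAs were called. On the deposited RPM the same calculation called 2 and 2, so the calls rest on the scaling to miRNA reads. Handling of the fractions and sequencing runs were not tested, and a difference between the fractions themselves stays open.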

How the results depend on the processing

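The splits of the libraries given in this part were chosen as tests after the results were seen. The alternatives of the first 5 paragraphs below, and the fits that left out 1 donor for limma and the paired t-test rule, were set before the data were examined, and all others were chosen after seeing the data. Counts are numbers of miRNAs called, and where a count of 5 or fewer is followed by names, the miRNAs were named after their values were seen. Unless stated otherwise, they follow the order EV-D vs. EXO, CFS vs. EXO, MV vs. EXO, CFS vs. EV-D, CFS vs. MV and EV-D vs. MV. In that order limma called 18, 39, 130, 0, 8 and 84 miRNAs and the paired t-test rule 17, 30, 92, 2, 24 and 39 on log2(RPM + 1).

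Under the alternatives set beforehand, apart from leaving out donors, 57 of 90 counts stayed within 1.5 times their value and 18 of 36 mean correlations within 1 SD. Direction and side of the threshold were unchanged in 12 of 18 comparisons of RNA kinds, 54 of 66 of tRNA and yRNA shares, 86 of 90 of marker lists and 23 of 24 of late-numbered entries. Under the later alternatives the unchanged results were 20 of 54 counts, 7 of 18 mean correlations, 11 of 18 kinds, 65 of 66 shares, 13 of 30 marker lists and 3 of 6 of late-numbered entries. The results that changed are given below with their values, and where nothing else is said the cause was not tested.

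With a pseudocount of 0.1 the paired t-test rule called 27 in EV-D vs. EXO, the mean correlation of MV and EXO was 0.891, and the erythrocyte list in CFS vs. MV reversed from 0.05 to -0.12. With a pseudocount of 10 limma called 21 in CFS vs. EXO, 77 in MV vs. EXO and 0 in CFS vs. MV, where 50 had an unadjusted p under 0.05. The paired t-test rule then called 14 in CFS vs. EXO, 44 in MV vs. EXO, 7 in CFS vs. MV, 21 in EV-D vs. MV and 0 in CFS vs. EV-D, where 23 had an unadjusted p under 0.05. The correlation of MV and EXO exceeded 1 other comparison at an adjusted p under 0.05, and 0 with a pseudocount of 1 (3 unadjusted). The epithelial list in CFS vs. EXO (-1.02) and the let-7 family in EV-D vs. EXO (-1.47) no longer passed 0.05. A larger pseudocount shrinks the log2FC of miRNAs with few reads by its construction.

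Without a filter on low values limma called 18 in CFS vs. EXO, 1 in CFS vs. MV (miR-140-3p) and 49 in EV-D vs. MV. With a mean RPM of at least 10, which leaves 104 miRNAs, limma called 26 in CFS vs. MV and the paired t-test rule 18 in CFS vs. EXO. Correlations then fell to 0.796 in EV-D vs. EXO, 0.803 in CFS vs. EXO, 0.898 in MV vs. EXO, 0.833 in CFS vs. MV and 0.823 in EV-D vs. MV, and that of MV and EXO exceeded 3 others. Over miRNAs above 0 in both libraries they were 0.838, 0.848, 0.895, 0.835, 0.841 and 0.834, and that of MV and EXO exceeded 4 others. Spearman's coefficients were 0.796, 0.793, 0.808, 0.792, 0.773 and 0.780. With the log2 ratio of mean RPM 4 were called in CFS vs. EV-D by the paired t-test rule (miR-193a-5p, miR-30a-3p, miR-378a-3p and miR-625-3p).

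With values centred on the median of each library, limma called 41 in EV-D vs. EXO (9 higher in EV-D), 73 in MV vs. EXO (5 higher in MV) and 21 in CFS vs. MV (20 higher in CFS). Its counts of 40 in CFS vs. EXO (7 higher in CFS) and 64 in EV-D vs. MV (49 higher in EV-D) were within 1.5 times. By the paired t-test rule 27 were called in EV-D vs. EXO and 5 in CFS vs. EV-D (let-7e-5p, miR-186-5p, miR-26a-5p, miR-3609 and miR-425-5p). With only the 2 fractions compared, limma called 13 in CFS vs. EXO, 14 in CFS vs. MV and 31 in EV-D vs. MV.

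Without the replicate block limma called 8 in EV-D vs. EXO, 13 in CFS vs. EXO, 40 in MV vs. EXO, 3 in EV-D vs. MV (miR-140-3p, miR-23a-3p and miR-425-5p) and 0 in CFS vs. MV, where 33 had an unadjusted p under 0.05. An unpaired t-test with the same thresholds called 11 in EV-D vs. EXO, 16 in CFS vs. EXO, 3 in CFS vs. MV (miR-140-3p, miR-4488 and miR-7704), 22 in EV-D vs. MV and 0 in CFS vs. EV-D, where 10 had an unadjusted p under 0.05. By unpaired permutation tests the late-numbered entries in EV-D vs. EXO reversed from 0.0837 to -0.0132, and these differences kept their value and no longer passed an adjusted p of 0.05. They were miRNA in CFS vs. EXO (-1.32 points), CFS vs. MV (1.15) and EV-D vs. MV (2.71), tRNA in CFS vs. EXO (0.835), and yRNA in CFS vs. MV (0.749) and EV-D vs. MV (1.11). Among tRNA shares they were glutamate (-24.7 in EV-D vs. EXO and -20.8 in EV-D vs. MV), glycine (23.6 and 22.5), GluCTC (-26.5 and -21.3), GlyCCC (12.6 and 12.9) and GlyGCC (10.9 in EV-D vs. EXO). The others were GluTTC among glutamate tRFs (2.87 in CFS vs. EXO and 7.26 in EV-D vs. MV), Y5 in EV-D vs. MV (-1.91) and the epithelial list in CFS vs. EXO (-1.70).

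Values scaled to the miRNA reads of each library moved the median log2FC of all tested miRNAs from -0.10, -0.28, -0.53, -0.20, 0.23 and 0.45 to 0.05, -0.26, -0.09, -0.23, -0.08 and 0.03. Limma called 25 in EV-D vs. EXO (8 higher in EV-D, against 0 of 18), 16 in CFS vs. EXO (7 higher in CFS, against 2 of 39), 4 in MV vs. EXO (3 higher in MV, against 1 of 130), 1 in CFS vs. EV-D (miR-30a-3p), 12 in CFS vs. MV (2 higher in CFS, against 8 of 8) and 21 in EV-D vs. MV (2 higher in EV-D, against 83 of 84). The 4 were miR-12136, miR-1291 and miR-4485-3p, higher in MV, and miR-30c-2-3p, lower. The miRNAs called by limma on both scales numbered 15, 11, 2, 0, 2 and 3. Under this scaling the paired t-test rule called 31 (14 higher in EV-D, against 1 of 17), 23 (8 higher in CFS, against 1 of 30), 17 (9 higher in MV, against 0 of 92), 4 (miR-127-3p, miR-30a-3p, miR-324-5p and miR-3609), 16 (2 higher in CFS, against 24 of 24) and 18 (2 higher in EV-D, against 39 of 39), of which 14, 10, 5, 1, 2 and 1 were shared. Correlations were 0.799, 0.803, 0.815, 0.792, 0.772 and 0.777, and without a filter 0.843 in CFS vs. EXO, 0.852 in MV vs. EXO, 0.827 in CFS vs. EV-D, 0.825 in CFS vs. MV and 0.822 in EV-D vs. MV.

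Under the same scaling the erythrocyte list reversed in CFS vs. EXO (-0.34 to 0.15), MV vs. EXO (-0.40 to 1.08), CFS vs. MV (0.05 to -0.94) and EV-D vs. MV (0.58 to -0.59). The neutrophil and monocyte list reversed in EV-D vs. EXO (-0.13 to 0.44), MV vs. EXO (-1.38 to 0.83), CFS vs. MV (0.30 to -1.07) and EV-D vs. MV (1.25 to -0.38). The epithelial list reversed in CFS vs. MV (0.44 to -1.05) and EV-D vs. MV (1.11 to -0.47) and no longer passed 0.05 in MV vs. EXO (-2.15 to -0.51), and the lymphocyte list reversed in CFS vs. EXO (-0.42 to 0.27) and MV vs. EXO (-1.40 to 0.10). The let-7 family reversed in MV vs. EXO (-1.78 to 0.50) and CFS vs. EV-D (-0.04 to 0.45) and passed 0.05 in CFS vs. MV (-0.22 to -1.74) and EV-D vs. MV (-0.17 to -2.19). The late-numbered entries reversed in MV vs. EXO (0.532 to -0.0933), CFS vs. MV (-0.21 to 0.47) and EV-D vs. MV (-0.48 to 0.84).

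With edgeR on the recovered reads, whose share of whole values was 100%, the RPM totals gave 17, 32, 188, 0, 2 and 106, the 2 in CFS vs. MV (miR-140-3p and miR-6842-3p) being the count that changed. In CFS vs. EV-D 49 then had an unadjusted p under 0.05. With TMM on miRNA reads it called 35 in EV-D vs. EXO, 17 in CFS vs. EXO, 5 in MV vs. EXO (miR-12136, miR-4485-3p and miR-451a, higher in MV, and miR-125a-5p and miR-30a-5p, lower) and 24 in EV-D vs. MV. In CFS vs. EV-D it called 0, with 42 at an unadjusted p under 0.05. On a log2 scale of the share, Y5 in CFS vs. EXO reversed from 0.890 points to -0.18. On a log2 scale of summed RPM, miRNA in EV-D vs. EXO reversed from 0.241 points to -0.54 and yRNA in CFS vs. EXO from 0.308 points to -0.14. On that scale miRNA (-0.62), tRNA (-0.51) and yRNA (-0.59) in CFS vs. EV-D and yRNA in MV vs. EXO (-1.75) newly passed an adjusted p of 0.05, and tRNA in CFS vs. EXO (0.44) no longer did.

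The calculation matched to the supplementary tables called 28, 18, 1, 1, 17 and 21, of which 13, 12, 0, 1, 2 and 2 were also called by the paired t-test rule on log2(RPM + 1). Its single calls were miR-12136 in MV vs. EXO and miR-30a-3p in CFS vs. EV-D, in each case also without the floor. Without its floor it called 29, 19, 1, 1, 17 and 22. On the deposited RPM it called 9, 19, 35, 0, 2 (miR-10392-5p and miR-7704) and 2 (miR-145-5p and miR-769-5p), with 9 at an unadjusted p under 0.05 in CFS vs. EV-D.

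Leaving out 1 donor at a time, limma called from 13 to 35 in EV-D vs. EXO, from 14 to 72 in CFS vs. EXO, from 80 to 204 in MV vs. EXO, 0 in each fit in CFS vs. EV-D, from 0 to 36 in CFS vs. MV and from 35 to 166 in EV-D vs. MV. In CFS vs. EV-D from 18 to 97 had an unadjusted p under 0.05 over all settings with 0 calls. In EV-D vs. EXO 35 were called without replicate 4. In CFS vs. EXO there were 14 without replicate 1, 21 without replicate 5, 16 without replicate 6, 19 without replicate 7, 72 without replicate 8 and 23 without replicate 10. In MV vs. EXO there were 82 without replicate 1, 80 without replicate 6 and 204 without replicate 8. In CFS vs. MV there were 2 without replicate 2 (miR-140-3p and miR-4485-3p), 1 (miR-140-3p) without replicate 3, 6 or 10, 24 without replicate 5, 36 without replicate 8, and 0 without replicates 4, 7 and 9, where 69, 54 and 52 had an unadjusted p under 0.05. In EV-D vs. MV there were 35 without replicate 3, 54 without replicate 4, 166 without replicate 8 and 46 without replicate 9.

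In the same fits the paired t-test rule called from 16 to 33 in EV-D vs. EXO (33 without replicate 4), from 20 to 32 in CFS vs. EXO and from 74 to 137 in MV vs. EXO. It called from 0 to 15 in CFS vs. EV-D (15 without replicate 8, and 0 without replicates 1, 3, 4, 6, 7, 9 and 10, where from 15 to 31 had an unadjusted p under 0.05). It called from 13 to 33 in CFS vs. MV (13 without replicates 3, 7 and 9 and 14 without replicate 10) and from 25 to 98 in EV-D vs. MV (98 without replicate 8 and 25 without replicate 9). The calculation matched to the supplementary tables called from 20 to 30, from 15 to 21, from 1 to 5, from 1 to 4, from 11 to 18 and from 14 to 30. In MV vs. EXO it called 5 without replicates 1 and 3, 4 without replicate 8, 3 without replicates 6 and 7 and 2 without replicates 2, 4, 5 and 10, with miR-12136 among them in each of the 10 fits. In CFS vs. EV-D it called 4 without replicate 8 and 2 without replicates 9 and 10, with miR-30a-3p among them in each of the 10 fits, and in CFS vs. MV 11 without replicates 1, 3, 4, 5, 7 and 10.

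The percentages of RNA kinds were also recomputed without each donor in turn, an alternative chosen after seeing the data, and 9 donors allow fewer splits. For miRNA the difference ran from -0.616 (without replicate 4) to 1.18 (without replicate 1) in EV-D vs. EXO, where it also reversed without replicate 8 (-0.207) and was 0.107 without replicate 3 and 0.382 without replicate 6. It ran from -1.53 to -0.442 (without replicate 1) in CFS vs. EXO, from -1.82 to -0.845 (without replicate 4) in CFS vs. EV-D and from 0.767 (without replicate 4) to 1.30 in CFS vs. MV. In EV-D vs. MV it fell to 1.61 without replicate 4. An adjusted p under 0.05 was met in 4, 1 and 2 of the 10 fits in CFS vs. EXO, CFS vs. EV-D (without replicate 2, -1.82) and CFS vs. MV, and in 10 in MV vs. EXO and EV-D vs. MV. For tRNA it ran from 0.525 (without replicate 4) to 1.00 in CFS vs. EXO, with 2 fits under 0.05, and from -1.05 (without replicate 4, the only fit under 0.05) to -0.442 in CFS vs. EV-D. The other 4 comparisons of tRNA were under 0.05 in 10 fits. For yRNA it ran from -0.63 (without replicate 8, the only fit under 0.05) to -0.289 (without replicate 1) in MV vs. EXO, from -0.546 (without replicate 8, the only fit under 0.05) to -0.253 in CFS vs. EV-D, and from 0.729 (without replicate 2) to 1.28 (without replicate 8, the only fit under 0.05) in EV-D vs. MV. It was 0.382 in EV-D vs. EXO and 0.476 in CFS vs. MV without replicate 2, and in CFS vs. EXO 0.503, 0.129 and 0.106 without replicates 1, 2 and 8. In CFS vs. MV the 10 fits were under 0.05.

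Fractions were exchanged within donors in 100 splits, the real one included. As many miRNAs as in the real split were called by limma in 3, 1, 1, 100, 2 and 3 splits, by limma on values scaled to miRNA reads in 1, 1, 1, 7, 1 and 1, by the paired t-test rule in 3, 1, 2, 9, 3 and 3, and by the calculation matched to the supplementary tables in 1, 1, 51, 34, 1 and 1. The single call of the last in MV vs. EXO and in CFS vs. EV-D was thus matched by many splits. The 100 of limma in CFS vs. EV-D follow from its count of 0, so they show nothing, and 51 miRNAs had an unadjusted p under 0.05 there. Other splits of MV vs. EXO reached 120 calls by limma on the deposited RPM and 2 on values scaled to miRNA reads.

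For the 12 miRNAs called by the paired t-test rule in the same direction in EV-D vs. EXO and CFS vs. EXO, shuffles of the labels CFS, EV-D and EXO within donors gave a mean of 0.1 and a maximum of 2. Shuffling removes most calls from both comparisons, so it does not measure what the shared EXO libraries add to the overlap. Without replicate 4 the overlap higher in EXO was 24, and limma gave 14. Scaled to miRNA reads the overlap was 8, with a mean of 0.15 and maximum of 4 in the shuffles, and by the matched calculation 9, with 0.05 and 2. The depth limits low miRNAs: a value of 0 allows 3 reads, which is 0.0832 to 0.596 RPM, so a miRNA under that level is not told from absence. In simulated data the paired t-test rule called 49 of 100 changed miRNAs and 95.7% of the 23 with a mean RPM of at least 10, so there it missed changes mostly among miRNAs under that level. The simulation left out the real differences in miRNA share between libraries, so the real misses may differ.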

Differences from the paper's values

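The p-values in this part are unadjusted by limma for counts of miRNAs, and from exact sign-flip permutation tests, two-sided, for shares and correlations. Counts were taken to differ when the larger was more than 1.5 times the smaller, correlations and log2FCs when apart by more than the SD between donors, and shares when both held. By these limits 8 of 70 values that the paper states differ, all of them counts of miRNAs called by the paired t-test rule of its methods, which were computed here on log2(RPM + 1) over miRNAs above 0 in at least 10 libraries. The 46 log2FCs of the supplementary tables were held to these limits only by the calculation matched to them.

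In EV-D vs. EXO 17 miRNAs were called, against the paper's 28. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 27, centring on the median of each library gave 27, and leaving out replicate 3 or replicate 4 gave 19 and 33, all within 1.5 times the paper's value. The others did not close the gap. Values scaled to miRNA reads gave 31, and the calculation matched to the supplementary tables gave 28 with its floor and 29 without, all of them chosen after seeing the values. Higher in EV-D was 1 of the 17, against the paper's 15. None of the alternatives set before the data were examined closed this gap, with 0 to 2 miRNAs. Scaling to miRNA reads gave 14 and the matched calculation 15 with or without its floor, settings chosen after seeing the values.

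In CFS vs. EXO 1 miRNA was called as higher in CFS, against the paper's 5. None of the alternatives set before the data were examined closed the gap, with 0 to 3 miRNAs, and the calculation matched to the supplementary tables gave 5 with or without its floor, chosen after seeing the values. As higher in EXO 29 were called, against the paper's 13. Of the alternatives set before the data were examined, a pseudocount of 10 gave 14, a mean RPM of at least 10 gave 17, no replicate block gave 16 and leaving out replicate 6 gave 19, within 1.5 times the paper's value, and the others did not. Scaling to miRNA reads gave 15, and the matched calculation gave 13, or 14 without its floor and 18 on the deposited RPM, all chosen after seeing the values.

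In MV vs. EXO 92 miRNAs were called, against the paper's 1. None of the alternatives set before the data were examined closed the gap, with 44 to 137 miRNAs, and the calculation matched to the supplementary tables gave 1 with or without its floor, chosen after seeing the values. Of the 92, 0 were higher in MV, against the paper's 1, and 187 of the tested miRNAs had an unadjusted p under 0.05 by limma. Of the alternatives set before the data were examined, a pseudocount of 0.1, centring, no replicate block and the sign-flip permutation test each gave 1, but that miRNA was miR-4485-3p and not miR-12136, the paper's miRNA. miR-12136 was called by limma with centred values (log2FC of 1.29), which was set before the data were examined. It was also called by limma and by the paired t-test rule with values scaled to miRNA reads, by edgeR with TMM and by the matched calculation with or without its floor, all chosen after seeing the values.

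Called both in EV-D vs. EXO and in CFS vs. EXO were 12 miRNAs as higher in EXO, against the paper's 7. Of the alternatives set before the data were examined, no replicate block gave 7, the sign-flip permutation test 9, a pseudocount of 10 and a mean RPM of at least 10 gave 10 each, and leaving out replicate 1, 2, 5, 6, 7, 8 or 10 gave 8 to 10, within 1.5 times the paper's value. The others, limma with 14 among them, did not. Chosen after seeing the values, scaling to miRNA reads gave 5 and the matched calculation 7 with or without its floor and 6 on the deposited RPM. As higher in CFS and EV-D 0 were called in both, against the paper's 2. None of the alternatives set before the data were examined closed this gap, with 0 or 1 miRNA, and scaling to miRNA reads gave 3 and the matched calculation 2 with or without its floor, chosen after seeing the values.

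The calculation matched to the supplementary tables was found by a search against those tables over scalings and treatments of low values, and its floor of 5 was picked because it met them. The 46 log2FC values of Supplementary Tables S1 and S2 then differ by at most 0.00517, against up to 2.31 and 1.86 on log2(RPM + 1), and all 28 and 18 miRNAs of the tables are called, so this match is by selection. It is the setting under which the values fall within the paper's, and the paper's methods do not state it. On log2(RPM + 1) the paired t-test rule called 13 of the 28 and 12 of the 18, and limma 13 and 13, with all 28 and all 18 in the same direction as in the tables. Among the alternatives set before the data were examined, limma with centred values called most of the 28, with 18, and the log2 ratio of mean RPM in the paired t-test rule and limma with a pseudocount of 0.1 called most of the 18, with 13 each, as did limma without replicate 2, 3, 4 or 8 and limma on log2(RPM + 1). Chosen after seeing the values, scaling to miRNA reads called 20 and 14 by the paired t-test rule and 16 and 11 by limma, and edgeR called 10 and 13 with the RPM totals and 19 and 14 with TMM.

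The paper says that the tRFs are shared by the fractions save for a tRF missing in EV-D, while all 43 tRNA types, and all 47 tRNA types and yRNAs, were above 0 in each fraction here. The paper ranks EXO highest in miRNA. As a percentage of the RPM total the mean was 3.43% in EV-D and 3.19% in EXO, a different denominator from that of the paper's figure, and on a log2 scale of summed RPM, chosen after seeing the values, EV-D was lower than EXO by a mean log2 difference of -0.54. The paper states a higher share of the CCC anticodon among glycine tRFs in EV-D, and here it was higher than in EXO by 12.2 points in 7 of 10 donors with an adjusted p of 0.174.

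The paper calls the correlation of EXO and MV the strongest. Its mean was the highest here too, 0.931, and 0 of the 5 differences from other comparisons had an adjusted p under 0.05, with 3 unadjusted. Of the alternatives set before the data were examined, a pseudocount of 10 gave 1 such difference, a mean RPM of at least 10 gave 3, and miRNAs above 0 in both libraries gave 4. Spearman's coefficient and the values without a filter gave none. Scaled to miRNA reads with a floor of 5 over all listed miRNAs, chosen after seeing the values, the mean of EXO and MV was 0.914 against the paper's 0.91, those of CFS and of EV-D with EXO were 0.903 and 0.900 against the paper's 0.90, and the others were 0.883 to 0.886 against the paper's 0.88. The paper gives 0.75 to 0.98 between fractions or individuals. Between 2 fractions of a donor the values ran from 0.767 to 0.983 on log2(RPM + 1), and from 0.749 to 0.977 with that floor, chosen after seeing the values. Between any 2 libraries they ran from 0.605 to 0.983 and from 0.668 to 0.977, and within a fraction from 0.660 and from 0.668, below the paper's range. Among the top 200 miRNAs 167 were common and 29 unique, against the paper's 168 and 27, which are met with values scaled to miRNA reads, chosen after seeing the values.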

Other observations

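Every test of an explanation in this part was chosen after the result it concerns was seen. Each explanation below is a hypothesis found and tested on the same data. The marker lists, the let-7 family and the late-numbered entries were listed beforehand, but scaling their values to miRNA reads was chosen after seeing the data.

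Most miRNAs called in MV vs. EXO on the deposited RPM were lower in MV, 129 of 130 by limma. A candidate explanation is a lower share of miRNA reads in the RPM total of the MV libraries, 0.715% against 3.19% in EXO. With values scaled to miRNA reads the median log2FC of the tested miRNAs moved from -0.53 to -0.09. Limma then called 4 miRNAs, with 37 at an unadjusted p under 0.05, so under that scaling this share may account for most of the calls. Values centred on the median of each library, set before the data were examined, left far more calls, most of them lower in MV. Such centring need not remove the share. The median log2FC was -0.53, while summed miRNA RPM was lower in MV by a mean log2 difference of -2.37, a scale chosen after seeing the data. The calls left by centring thus do not show how many the share accounts for. The paper reports the highest percentage of microbiome reads in MV, which lowers the share if the RPM total counts them. That total is not named, so how much they account for stays open. Less miRNA in MV, more RNA of other kinds, or a step of the fractionation would act on the share alike. Amounts of RNA per volume of saliva are not analysed here.

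In MV vs. EXO the calculation matched to the supplementary tables called 1 miRNA, against 28 in EV-D vs. EXO, and MV libraries had fewer miRNA reads, with a median of 63373.5 against 314958.5 in EXO. Fewer reads in MV do not explain the gap between these counts. With 17181 miRNA reads drawn from every library, the median over 20 draws was 23 in EV-D vs. EXO (21 to 29) and 3 in MV vs. EXO (1 to 7). In the same draws it was 15 in CFS vs. EXO, 2 in CFS vs. EV-D, 12 in CFS vs. MV and 19 in EV-D vs. MV. A closer likeness of MV and EXO stays open, as do steps of the fractionation that both share, which were not tested.

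The let-7 family, of which all 9 listed members were tested, was lower in EV-D than in EXO by a mean log2 difference of -1.95 in 9 of 10 donors (adjusted p = 0.0352). The scaling of the values to the RPM total is not the whole cause, since with values scaled to miRNA reads the difference was -1.69, lower in 10 of 10 donors (adjusted p = 0.0146, with a range of adjusted p from 0.0146 to 0.0586 over the alternatives). In both scalings all 9 members were lower in EV-D and in CFS than in EXO. In MV vs. EXO the family flipped with the scaling, from 9 of 9 members lower on the deposited RPM to 7 of 9 higher with values scaled to miRNA reads. The members differ by few bases, so the assignment of reads among them is uncertain, which was not tested. A difference between the fractions stays open.

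Scaled to miRNA reads, miR-12136 was higher in MV (901 ± 411) than in EXO (138 ± 118, mean ± SD, n = 10). Its hairpin lies within 200 bp of MTCO1P12 and MTCO2P12, nuclear copies of mitochondrial genes. A candidate explanation is more mitochondrial RNA in MV. As tRNA types with anticodons found in mitochondrial tRNA genes, 20 were compared with the 23 others per 1000000 tRNA reads, and their median log2FC in MV vs. EXO was higher by 0.95 (SD 0.604) in 10 of 10 donors (p = 0.00195, exact sign-flip permutation test, the smallest it can give). On the deposited RPM the difference was 0.56 in 8 of 10 donors (p = 0.00977). The search of the genes missed MetCAT, which stood among the others, and with it among the mitochondrial types, chosen after seeing the data, the differences were 1.09 in 10 of 10 donors (p = 0.00195) and 0.60 in 8 of 10 (p = 0.0117). Both measures were also lower in CFS and in EV-D than in MV, miR-12136 by log2 differences of -3.25 (SD 4.00, p = 0.0215) and -2.72 (SD 3.44, p = 0.0293), and the 20 types by -1.29 (SD 0.604) and -1.26 (SD 0.51) with p = 0.00195 each. In CFS vs. EXO and EV-D vs. EXO their means went opposite ways, miR-12136 by 0.83 (SD 4.26, p = 0.543) and 1.37 (SD 3.41, p = 0.242), the types by -0.23 (SD 0.852, p = 0.375) and -0.25 (SD 0.667, p = 0.275). Anticodons are shared by nuclear and mitochondrial tRNAs, so the types are mixtures, and reads of mitochondrial genes themselves are not analysed here. miR-4485-3p, chosen after its values were seen, has its hairpin within 200 bp of MTRNR2L8 and was also higher in MV, 514 ± 634 against 5.19 ± 13.7 in EXO, where it was above 0 in 3 of 10 libraries. miR-1973, the other of the 3 miRNAs with such a hairpin, had at most 6 reads in any library and was not tested.

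Microbial reads assigned to miRNA entries were also weighed for miR-12136. Late-numbered miRBase entries changed in MV vs. EXO by -0.0933 against the others with values scaled to miRNA reads, and by 0.532 in 8 of 10 donors on the deposited RPM (adjusted p = 0.0703). They took 0.993% ± 0.897 of the miRNA reads in MV and 1.61% ± 3.26 in EXO. Microbial and human reads cannot be told apart in this table, since the sequences are not part of it and the median of 53 entries that go both ways says little about a single miRNA.

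For the 104 miRNAs with a mean RPM of at least 10, CFS lay outside the range of the other fractions in at least 8 donors for 0 miRNAs, where shuffled fractions gave a mean of 0.106. CFS as a mixture of the other fractions, from which they were prepared, would place its values between theirs. On the deposited RPM 33.6% of its values lay outside their range, against 49.7% in 1000 shuffles (p = 0.022 by permutation), and with values scaled to miRNA reads 52.4%, against 50.0% (p = 0.714). By design the other fractions were spun out of CFS. Whether its measured values lie between theirs cannot be told here, since the 2 scalings give different answers.

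The marker lists were compared on log2(RPM + 1) by exact sign-flip permutation tests, and no cell type is inferred from them, since amounts of cells are not given by the design. The epithelial list (7 of 7 miRNAs tested, miR-203a-3p the most abundant with a mean RPM of 1267) was lower in CFS than in EXO by -1.70 in 9 of 10 donors (adjusted p = 0.0352) and lower in MV than in EXO by -2.15 in 10 of 10 (adjusted p = 0.0293), of which the latter was -0.51 scaled to miRNA reads. The neutrophil and monocyte list (4 of 4 tested, miR-223-3p with 1175) was -1.38 in MV vs. EXO, lower in 8 of 10 donors (adjusted p = 0.0716), and 0.83 scaled to miRNA reads. The lymphocyte list (4 of 4 tested, miR-146b-5p with 25.05) was -1.40 in MV vs. EXO, lower in 9 of 10 donors (adjusted p = 0.0716), and 0.10 scaled to miRNA reads. The erythrocyte list (3 of 5 tested, miR-16-5p with 29.7) had 0.279 as its smallest adjusted p, with 0.58 in EV-D vs. MV and 8 of 10 donors higher. Its mean was lower in MV, at 1.56, than in EXO, at 1.95, and this direction reversed with the scaling. Scaled to miRNA reads the list was higher in MV than in EXO by 1.08 in 9 of 10 donors (adjusted p = 0.0391, with a range from 0.0391 to 0.499 over the alternatives). How far other cells express the miRNAs of a list was not tested.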
